# Megakaryocytic IGF1 coordinates activation and ferroptosis to safeguard hematopoietic stem cell regeneration after radiation injury

**DOI:** 10.1186/s12964-024-01651-5

**Published:** 2024-05-27

**Authors:** Weinian Liao, Xinliang Chen, Shuzhen Zhang, Jun Chen, Chaonan Liu, Kuan Yu, Yimin Zhang, Mo Chen, Fang Chen, Mingqiang Shen, Binghui Lu, Songling Han, Song Wang, Junping Wang, Changhong Du

**Keywords:** Hematopoietic stem cell, Megakaryocyte, IGF1, Ferroptosis, Ionizing radiation, Myelosuppression

## Abstract

**Background:**

Hematopoietic stem cell (HSC) regeneration underlies hematopoietic recovery from myelosuppression, which is a life-threatening side effect of cytotoxicity. HSC niche is profoundly disrupted after myelosuppressive injury, while if and how the niche is reshaped and regulates HSC regeneration are poorly understood.

**Methods:**

A mouse model of radiation injury-induced myelosuppression was built by exposing mice to a sublethal dose of ionizing radiation. The dynamic changes in the number, distribution and functionality of HSCs and megakaryocytes were determined by flow cytometry, immunofluorescence, colony assay and bone marrow transplantation, in combination with transcriptomic analysis. The communication between HSCs and megakaryocytes was determined using a coculture system and adoptive transfer. The signaling mechanism was investigated both in vivo and in vitro, and was consolidated using megakaryocyte-specific knockout mice and transgenic mice.

**Results:**

Megakaryocytes become a predominant component of HSC niche and localize closer to HSCs after radiation injury. Meanwhile, transient insulin-like growth factor 1 (IGF1) hypersecretion is predominantly provoked in megakaryocytes after radiation injury, whereas HSCs regenerate paralleling megakaryocytic IGF1 hypersecretion. Mechanistically, HSCs are particularly susceptible to megakaryocytic IGF1 hypersecretion, and mTOR downstream of IGF1 signaling not only promotes activation including proliferation and mitochondrial oxidative metabolism of HSCs, but also inhibits ferritinophagy to restrict HSC ferroptosis. Consequently, the delicate coordination between proliferation, mitochondrial oxidative metabolism and ferroptosis ensures functional HSC expansion after radiation injury. Importantly, punctual IGF1 administration simultaneously promotes HSC regeneration and hematopoietic recovery after radiation injury, representing a superior therapeutic approach for myelosuppression.

**Conclusions:**

Our study identifies megakaryocytes as a last line of defense against myelosuppressive injury and megakaryocytic IGF1 as a novel niche signal safeguarding HSC regeneration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01651-5.

## Background

Bone marrow (BM) hematopoiesis carries out vital immune, oxygen transport, hemostasis functions, and therefore must be rigorously regulated. The rare hematopoietic stem cells (HSCs) residing in the BM drive hematopoietic replenishment at homeostasis and hematopoietic regeneration after injury [1]. Normally, the pool size of HSCs is stably maintained at steady state. In the face of myelosuppressive injury induced by cytotoxicity of physical, chemical or biological origins, such as that suffered by patients receiving cancer therapies or HSC transplantation, albeit the vast majority of BM cells (BMCs) including HSCs are ablated, very few HSCs survive. These HSCs then undergo self-renewal proliferation to regenerate themselves and to reconstruct the whole hematologic and immune systems [2]. Despite that targeting HSC regeneration has attracted substantial attention in the treatment of myelosuppression, the mechanisms that regulate HSC regeneration remain incompletely understood, with a lack of effective countermeasures against myelosuppression.

Radiation injury has long been appreciated as a paradigm for the investigation of myelosuppressive injury, as HSCs are extremely sensitive to ionizing radiation (IR) [3–5]. When exposed to IR, the ionization of water produces a huge amount of free radicals within milliseconds [6], which disrupt the structure and function of biomacromolecules, leading to immediate HSC apoptosis that peaks at hours post IR [4, 7]. Notably, these free radicals are also quenched within milliseconds [6], while the oxidative stress in HSCs is not relieved due to the deregulation of redox system [7]. Besides, metabolic regulation is a powerful intrinsic principle guiding HSC maintenance. Although homeostatic HSC metabolism is featured by glycolysis, after injury HSC activation usually accompanies extensive metabolic rewiring that is marked by augmented mitochondrial oxidative phosphorylation (OXPHOS), which fuels HSC proliferation but further poses oxidative and survival stresses to HSCs [8, 9]. As a result, HSCs surviving IR-induced immediate apoptosis still suffer from cell demise such as ferroptosis that peaks at and persists from 1 day post IR (dpi), which precludes their effective regeneration [5]. Hence, how HSCs deal with continuous cell demise represents a key node to understand the process of HSC regeneration and to search for effective therapeutic avenues against myelosuppression.

HSCs localize in a specialized microenvironment termed niche. The HSC niche consists of multiple cell types, including mesenchymal cells and HSC progenies such as megakaryocytes (MKs) and immune cells [2]. The niche plays essential roles in transmitting the signal of hematopoietic demand to HSCs and regulating HSC maintenance through intercellular signals in the form of cell-bound or secreted factors, or physical interaction [1, 2]. Unfortunately, myelosuppressive injury such as IR will profoundly disrupt the HSC niche, depleting and reorganizing the cellular niche of HSCs [10–12]. Of note, within the niche MKs are particularly resistant to myelosuppressive injury and remain functional in rodents for 7∼10 days after injury [13–15]. Meanwhile, MKs are recently demonstrated to have a very intimate interaction with HSCs, as they not only are the unique progeny known to be directly generated from HSCs [16], but also localize adjacent to HSCs and reciprocally regulate the maintenance of HSCs through paracrine signalings [17–22]. Logistically, it is reasonable to consider MKs as the most probable candidate for the source of regulatory signals in the HSC niche after myelosuppressive injury. Nevertheless, how MKs respond to myelosuppressive injury and their distinct roles in HSC regeneration remain largely undefined.

In this study, by using a mouse model of IR-induced myelosuppressive injury, we show that megakaryocytic IGF1 hypersecretion after myelosuppressive injury is a crucial niche signal for optimal HSC regeneration by promoting proliferation and restricting ferroptosis of HSCs. Meanwhile, punctual IGF1 administration represents an effective approach to promote HSC regeneration and recovery from myelosuppression. These findings not only identify megakaryocytic IGF1 hypersecretion as a protective mechanism evolved to safeguard HSC regeneration, but also offer a rational and safe medical countermeasure for myelosuppression.

## Methods

### Animals

C57BL/6 mice were purchased from Beijing HFK Bioscience Co., Ltd (Beijing, China). C57BL/6-Tg(Pf4-icre)Q3Rsko/J (*Pf4-Cre*) mice, B6.129(FVB)-*Igf1*^*tm1Dlr*^/J mice (*Igf1*^*f/f*^) and C57BL/6J-*Mpl*^*hlb219*^/J (*Mpl*^*hlb219*^) mice were purchased from the Jackson Laboratory. B6/JGpt-*Ptprc*^em1Cin(p.K302E)^/Gpt (CD45.1) mice were purchased from GemPharmatech (Nanjing, China). EGFP Reporter (GFP) mice were purchased from Cyagen Biosciences (Santa Clara, CA, USA). GFP-LC3 transgenic mice were kindly provided by professor Dengqun Liu (University of Electronic Science and Technology of China, Sichuan, China) [23]. Male transgenic mice and littermate controls were used in the experiments. All mice used were randomized, background-matched, and age-matched. All mice used were housed in specific pathogen-free conditions and fed with autoclaved water and food. Animal experiments were approved by the Animal Care Committee of the Army Medical University (NO. AMUWEC2019092) and conducted according to the institutional guidelines.

### Irradiation

To induce myelosuppressive injury, mice were exposed to a single dose of 5 Gy total body irradiation (TBI) with a ^60^Co γ-ray source in the Irradiation Center (Army Medical University, Chongqing, China). The dose rate of IR was 92.8 to 95.5 cGy/min.

### Pharmacological treatment

For IGF1 administration, mice were subcutaneously treated with a dose of 200 µg/kg recombinant mouse IGF1 (R&D Systems, Minneapolis, MN, USA). For rapamycin (RAPA) and imidazole ketone erastin (IKE) administration, mice were intraperitoneally treated with a dose of 4 mg/kg RAPA (MedChem Express, Monmouth Junction, NJ, USA) or 40 mg/kg IKE (MedChem Express).

### Hematological parameter test

Hematological parameters of mice were determined as we previously reported [5]. In brief, 20 µL PB were collected from the tail veins of mice and diluted in 1% EDTA solution, followed by being automatically counted by a Sysmex XT-2000i hematology analyzer (Sysmex Corporation, Kobe, Japan).

### Transplantation studies

For competitive repopulation assays, 5 × 10^5^ BMCs (CD45.2) from control or IGF1-treated mice, together with 5 × 10^5^ competitor BMCs (CD45.1), were transplanted into lethally irradiated (10 Gy) recipient mice (CD45.1). Before transplantation, debris and dead cells were excluded by FSC-SSC and DAPI staining. PB was collected from the tail veins of mice and PB reconstitution was analyzed using flow cytometry 16 weeks after transplantation, when the vast majority of leukocytes are reconstituted by HSCs [24].

### Flow cytometry and cell sorting

For HSC (Lineage^**–**^Sca-1^+^c-Kit^+^Flt3^–^CD34^–^) phenotypic analysis, BMCs were stained with Sca-1 (D7), c-Kit (2B8), CD34(RAM34), Flt3 (A2F10), and mature lineage marker mix [CD3e (145-2C11), B220 (RA3-6B2), Gr-1 (RB6.8C5), Mac-1 (M1/70), and Ter-119 (Ter119)] (all eBioscience, San Diego, CA, USA). For MK (CD41^+^CD42d^+^) phenotypic analysis, cells were stained with CD41 (MWReg30) and CD42d (1C2) antibody (all Biolegend, San Diego, CA, USA). Platelets were selected based on forward scatter (FSC) and side scatter (SSC) characteristic and CD41^+^ platelets were selected for analysis.

For MK subpopulations analysis, BMCs were stained with CD41 (MWReg30) antibody (Biolegend) and carefully washed. Cells were firstly fixed with IC Fixation buffer (eBioscience) at room temperature for 20 min and then permeabilized with Permeabilization buffer (eBioscience) in the presence of anti-MYLK4, anti-LSP1 and anti-ARNTL antibodies (all Abmart, Shanghai, China) at room temperature for another 30 min. Cells were then stained with fluorescent dye conjugated secondary antibodies (Thermo Fisher Scientific, Carlsbad, CA, USA) and finally analyzed by flow cytometry. MKs were identified as nMK (CD41^+^MYLK4^+^), iMK (CD41^+^LSP1^+^) and pMK (CD41^+^ARNTL^+^). MkPs was then calculated by stacking percentage after excluding the before-mentioned components.

For phenotypic analysis of BM cells, cells were stained with a combination of fluorochrome-conjugated antibodies, including CD45 (30-F11), CD3e (145-2C11), B220 (RA3-6B2), CD80 (B7-1), Ter-119 (Ter119), CD11b (M1/70), CD11c (N418), CD41a (eBioMWReg30), CD31 (390), and CD51 (RMV-7) (all eBioscience) antibodies. BMCs were defined as follows: B cell (CD45^+^B220^+^), T cell (CD45^+^CD3e^+^), mono (CD45^+^CD80^**–**^CD11b^+^), Dc (CD45^+^CD11c^+^), endo (CD45^–^Ter119^–^CD31^+^), MSC (CD45^–^Ter119^–^CD31^–^CD51^+^), and other hematopoietic cells described as above.

Intracellular protein expression detection was performed as we previously reported [25]. Briefly, BMCs were stained with HSC markers and carefully washed. Cells were firstly fixed with IC Fixation buffer (eBioscience) at room temperature for 20 min and then permeabilized with Permeabilization buffer (eBioscience) in the presence of anti-phospho-AKT^Ser473^ (eBioscience), anti-phospho-mTOR^Ser2448^ (eBioscience), anti-IGF1 (Thermo Fisher Scientific), and anti-phospho-IGF1R^Tyr1131^ (BD Phosflow, San Jose, CA, USA), at room temperature for another 30 min. If necessary, cells were stained with fluorescent dye conjugated secondary antibodies (Thermo Fisher Scientific) and finally analyzed by flow cytometry.

For isolation of MKs and HSCs, BMCs were incubated in PBS + 2% FCS for 20 min with a Direct Lineage Cell Depletion Cocktail (Miltenyi Biotec, Bergisch Gladbach, Germany) at 4 °C. Lineage^**–**^ cells were enriched by subsequent magnetic cell separation. Cells were sorted using a FACSAriaII or analyzed using a LSRFortessa (all BD Biosciences, San Jose, CA, USA) flow cytometer. The antibodies used are listed in Supplementary Table 1. All flow cytometry data was analyzed using FlowJo V10 software (Treestar Inc., San Carlos, CA, USA).

### Cell cycle analysis

BMCs were stained with indicated surface markers and carefully washed. 1 mL of Foxp3 Fixation/Permeabilization working solution was added to the resuspended cells and then incubated at room temperature for 30 min. Then, the cells were permeabilized with Permeabilization working solution in the presence of an anti-Ki-67 (eBioscience) antibody at room temperature for 30 min. After careful wash, cells were incubated with 0.1 mg/mL DAPI (Biolegend) for another 15 min at room temperature, followed by analysis with a flow cytometer.

### Mitochondrial assay

For detecting mitochondrial function, pre-stained BMCs were suspended in 1 mL prewarmed (37 °C) Flow Cytometry Staining Buffer with 30 nM Mito-Tracker Green (MTG) or 100 nM tetramethylrhodamine ethyl ester (TMRE), (all Thermo Fisher Scientific), together with 50 µM verapamil [26] (Sigma-Aldrich, St. Louis, MO, USA). After been incubated at 37 °C for 30 min, cells were washed twice and immediately analyzed with a flow cytometer.

### Adoptive MK transfer

For adoptive transfer of BM MKs, GFP mice (donor) and *Mpl*^*hlb219*^ mice (recipient) were simultaneously exposed to a single dose of 5 Gy TBI. Then, 3** × **10^5^ BM MKs from GFP mice, *Igf1*^*f/f*^ or *Igf1*^*ΔMK*^ mice at 2 dpi were obtained by continuously enriching CD41^+^ cells and CD42d^+^ cells using an EasySep™ Release Mouse Biotin Positive Selection Kit and an EasySep™ Release Mouse PE Positive Selection Kit (all StemCell Technologies, Vancouver, BC, Canada) with biotin-labeled anti-CD41 and PE-labeled anti-CD42d antibodies according to the manufacturer’s instructions. Subsequently, the freshly-isolated MKs were intravenously transfused into *Mpl*^*hlb219*^ mice.

### Immunofluorescence

Femurs and tibias from indicated mice were isolated and fixed for 24 h at room temperature with 4% paraformaldehyde (PFA; Affymetrix, Cleveland, OH, USA) and subsequently bisected along the long axis to expose the BM cavity. Bones were post-fixed for 30 min with the same fixation solution stated above and blocked with 10% goat serum (Thermo Fisher Scientific) for 30 min. For analysis of anatomical distances of MK**s** to HSCs, the slides were successively stained with anti-mouse CD150 (TC15-12F12.2), biotin-conjugated anti-mouse CD48 (HM48-1), anti-IGF1 (2872R), and biotin-conjugated anti-mouse Lineage cocktail (TER-119, RB6-8C5, RA3-6B2, M1/70, 145-2C11) antibodies as indicated at 4℃ overnight. Subsequently, the slides were incubated with Pacific Blue Conjugate Streptavidin **(**Thermo Fisher Scientific**)** and corresponding fluorescent secondary antibody for 1 h at room temperature. Imaging was performed using a Zeiss LSM800 NLO confocal microscope (Carl Zeiss, Jena, Germany). ZEN software (Carl Zeiss) was used to identify CD150^+^CD48^–^Lineage^**–**^ HSCs and MKs identified by morphology, and the distance between cell centers was calculated. Data were collected in an automated blinded fashion. To detect HSC mitochondria, freshly FACS-sorted HSCs were stained with TOMM20 (Santa Cruz Biotechnology) antibody (37 °C, 30 min) and placed onto poly-L-lysine coating slides with 10 µL HBSS (Gibco, Grand Island, NY, USA). Then, the sections were stained with appropriate fluorescent dye conjugated secondary antibodies (Thermo Fisher Scientific). Finally, the sections were counterstained with DAPI and photographed as soon as possible.

### RNA-seq

HSCs were sorted from mouse BM, and RNA was extracted using a RNeasy Micro Kit **(**QIAGEN, Hilden, Germany**)** following the manufacturer’s instructions. The amount and purity of RNA were quantified using NanoDrop ND-1000 (Thermo Fisher Scientific). Library construction and RNA-seq were performed on illumina Novaseq™ 6000. Fastp software (https://github.com/OpenGene/fastp) was used to remove the adaptor contamination, undetermined bases, and low-quality bases. After sequence alignment, gene expression was quantified by RSEM (version: v1.2.12, http://deweylab.biostat.wisc.edu/ RSEM) and differential gene expression (DEG) evaluation was analyzed by DEseq2 using a fold change > 2.00 and adjusted *P* value < 0.05. Gene set enrichment analysis (GSEA, Broad Institute) was performed based on Molecular Signatures Database v6.0 (http://software.broadinstitute.org/gsea/msigdb). Ingenuity Pathway Analysis (QIAGEN) was used to analyze signaling pathways. Enrichment of pathway specific gene sets was performed using PANTHER using Reactome version 86.

### Transcriptomic analysis of BMCs and MKs

The *Igf1* expression was reanalyzed using published transcriptomic datasets [27, 28] with authors’ permissions. The transcriptomic signature of MK subpopulation was established using scRNA-seq datasets [29] with authors’ permissions.

### MK heterogeneity analysis

MK heterogeneity analysis was processed based on the published scRNA-seq datasets of MK. Briefly, differential expression genes (DEGs) of four MK subpopulations were filtered with power > 0.4 and “avg _diff” >0.7. Subsequently, signatures of MK subpopulation genes were identified with myAUC > 0.8. (power: the predictive power; ave_diff: the Log fold change of average expression in the current cluster against the rest of clusters; myAUC: the area under the ROC curve.) RNA-seq data of MKs post IR were reanalyzed with signatures of MK subpopulations for mapping the functional alterations. After standardizing the data, up-regulated and down-regulated genes were displayed by heatmap. In order to quantitatively evaluate MK subset alterations, top five signatures of MK subpopulation genes were filtered. After Z-Score normalization and combination, signatures of MK subpopulation were presented in the radar plot.

### MK ploidy analysis

MK ploidy analysis was performed as we previously reported [30]. Cells were fixed in 75% ethanol for 24 h and then cells were labeled with anti-CD41 for 30 min at 4 ℃. Finally, cells were treated with RNase (Sigma-Aldrich) followed by 20 µg/ml prodium iodide (PI, Sigma-Aldrich) to stain DNA for 30 min in the dark and then analyzed using Accuri C6 (BD Biosciences). Ploidy was measured in the CD41^+^ cell population.

### HSC culture

HSC culture was performed according to the method as previously reported, which efficiently maintains functional HSCs ex vivo [31]. Briefly, sorted HSCs were plated in 24-well fibronectin-coated plate and cultured in medium composed of F12 medium, 1% transferrin, 1% penicillin/streptomycin/glutamine, 10 mM HEPES (all Gibco), IGF1 (10 ng/mL), SCF (10 ng/mL), TPO (100 ng/mL; all PeproTech, Rocky Hill, NJ, USA), and polyvinyl alcohol (PVA; 1 mg/mL, Sigma-Aldrich) at 37℃ and 5% CO_2_. Cell numbers per well were counted every other day using a hematocytometer (Countess™ II FL; Thermo Fisher Scientific) and dead cells were excluded by trypan blue. For ferroptosis resistance assay, HSCs were cultured in in the presence of 5 µM erastin (MedChem Express) for 48 h.

### HSC co-culture

HSCs and MKs were FACS-sorted from mice at 3 dpi. 1 × 10^3^ HSCs were cocultured with 1 × 10^4^ BM MKs (CD41^+^CD42d^+^) or 1 × 10^4^ other niche cells (CD41^−^CD42d^−^) in the culture medium described above. 10 µM AG1024 (MedChem Express) was added in the culture in the indicated group. Supernatant of the culture was collected for IGF1 measurement at day 3, while HSC phenotype and colony assay was processed at day10 post coculture.

### Colony assay

Colony assay was performed as we previously reported [10]. 1000 sorted Lineage^**–**^ cells from HSC cultures were plated into methylcellulose medium (STEMCELL Technologies) according to the manufacturer’s protocols. Colonies were assessed after 12 days using an inverted light microscopy (Thermo Fisher Scientific).

### Intracellular total iron and ATP measurement

Freshly FACS-sorted HSCs were rinsed with PBS and carefully collected with centrifugation. Intracellular total iron and ATP contents in HSCs were respectively measured by an Iron Assay Kit (Abcam) and a Luminescent ATP Detection Assay Kit (Abcam) according to the manufacturer’s instructions. Data were normalized to the total protein level in each sample.

### Ferroptosis assay

For ferroptosis analysis, BMCs were firstly stained with HSC markers and carefully washed. Cell death analysis was performed by suspending cells in a 7-amino-actinomycin D (7-AAD) staining solution (eBioscience) and incubating for 15 min at room temperature. Lipid peroxidation was measured by suspending cells in prewarmed (37 °C) PBS with 10 µM Liperfluo (Dojindo Molecular Technologies, Kumamoto, Japan) and incubating for 30 min at 37 °C. Ferrous ion deposition was measured by suspending cells in prewarmed (37 °C) PBS with 2 µM FerroOrange (Dojindo Molecular Technologies) and incubating for 30 min at 37 °C.

### Ferritinophagy assay

For ferritinophagy analysis, BMCs of GFP-LC3 mice were stained with HSC markers and followed by flow cytometric detection of GFP-LC3. For ferritin detection, cells were permeabilized with Permeabilization buffer (eBioscience) in the presence of anti-Ferritin (Abcam) antibody at room temperature for 45 min and stained with fluorescent dye conjugated secondary antibodies (Thermo Fisher Scientific) at room temperature for another 30 min and finally analyzed by flow cytometry.

### Quantitative RT-PCR (qRT-PCR)

RNA was extracted from FASC-sorted MKs using a RNeasy® Micro Kit (QIAGEN, Hilden, Germany) and was reverse-transcribed into cDNA using a PrimeScript™ RT reagent Kit (TaKaRa, Shiga, Japan) according to the manufacturer’s instructions. The mRNA expression levels of indicated genes were measured by a CFX96™ Real-Time system (BioRad, Hercules, CA, USA) with a GoTaq® qPCR Master Mix (Promega, Madison, WI, USA). The primers were listed in Supplementary Table 2.

### IGF1 measurement

IGF1 level in the plasma and BM fluid was measured by Mouse IGF1 ELISA Kit (R&D systems) according to the manufacturer’s instructions.

### Statistical analysis

Statistical analysis was performed using Prism 9.0 (GraphPad Software, USA). All results are expressed as mean ± standard deviation (SD). *n* represents the number of independent experiments, as detailed in figure legends. Comparisons between two groups were determined by paired or unpaired two-tailed Student’s *t*-test. Three or more groups were compared by one-way analysis of variance (ANOVA) followed by Tukey-Kramer post hoc analysis. *P* < 0.05 was considered statistically significant. The vast majority of ex vivo experiments have been performed multiple times. Most in vivo experiments have been performed at least twice.

## Results

### MKs become a predominant component and IGF1 source of HSC niche after radiation injury

Initially, we created a mouse model of myelosuppressive injury by exposing mice to a sublethal dose of IR. The dynamic changes in the number, distribution and functionality of BM MKs were monitored during the early post-IR interval. Consistently, unlike the vast majority of BMCs (Supplementary Fig. 1A), MKs were resistant to IR as they were scarcely eliminated by 3 dpi (Fig. 1A). Consequently, the frequency of MKs dramatically increased post IR, reaching approximately 30% at 3 dpi (Fig. 1B). Recent studies unveiled that the MK population can be classified into MK progenitors (MkPs) as well as subpopulations that exert functions of niche support (nMK), immunity (iMK), and platelet production (pMK), which are purported to be distinguished by the expression of MYLK4, LSP1 and ARNTL, respectively [29, 32, 33]. By comparing the expression of the transcriptional signature of each MK subpopulation in IR versus control mice (Fig. 1C and D), we observed an outstanding functional shift towards nMKs post IR (Fig. 1E), which was further validated by flow cytometry (Fig. 1F, Supplementary Fig. 1B). Meanwhile, the proportion of high-ploidy (8–32 N) MKs, which are reported to enrich for nMKs [21, 29], was remarkably increased after IR (Supplementary Fig. 1C). In support of the overrepresentation of nMKs, histological analysis showed that MKs got much closer to HSCs in the BM of IR versus control mice (Fig. 1G).

**Fig. 1:**
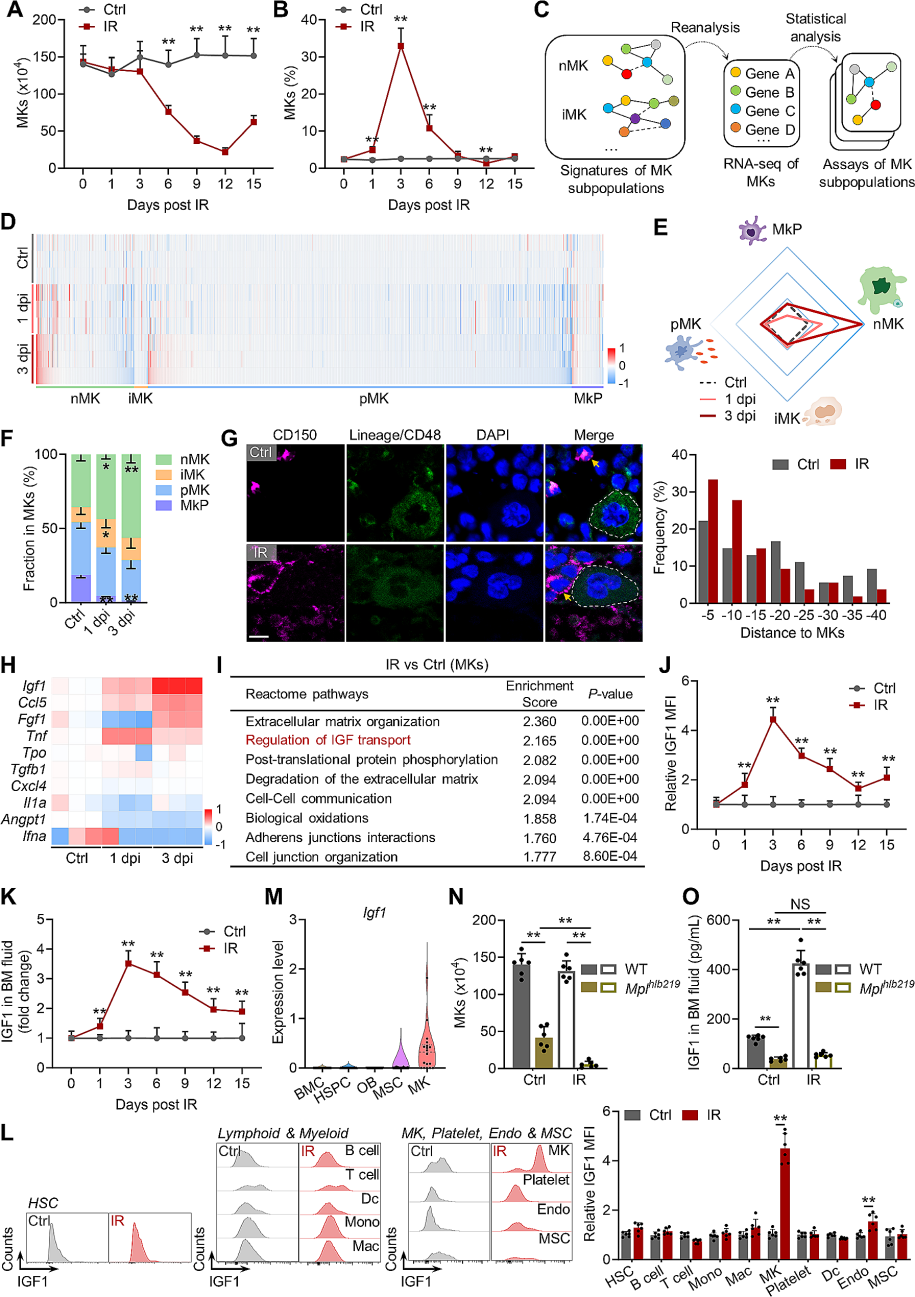
MKs become a predominant component and IGF1 source of HSC niche after radiation injury. (**A** and **B**) The number and frequency of MKs in the BM of mice at indicated time post IR (*n* = 6). (**C**) Schematic illustration of MK subpopulation assay. (**D**) Heatmap showing the expression of genes related to each MK subpopulation at indicated time post IR. (**E**) Radar plot showing functional shift of MKs at indicated time post IR. (**F**) Flow cytometric analysis of the fraction of MK subpopulations in the BM of mice at indicated time post IR (*n* = 6). (**G**) Immunostaining analysis of positional relationship between HSCs and MKs in the BM of mice at 3 dpi. The yellow arrow indicates HSC. The dashed line outlines MK. Scale bar, 10 μm (*n* = 60). (**H**) Heatmap showing the expression of megakaryocytic secretory factors at indicated time post IR. (**I**) Reactome pathway enrichment analysis of BM MKs at 3 dpi. (**J**) Flow cytometric analysis of IGF1 expression in BM MKs of mice at indicated time post IR (*n* = 6). (**K**) Relative IGF1 levels in the BM fluid of mice at indicated time post IR (*n* = 6). (**L**) Flow cytometric analysis of IGF1 expression in BMC and platelets of mice at 3 dpi. Mono, monocyte; Mac, macrophage; Dc, dendritic cell; Endo, endothelium; MSC, mesenchymal stromal cell. (*n* = 6). (**M**) Violin plots showing *Igf1* expression in different cell clusters at homeostasis. Hematopoietic stem and progenitor cell, HSPC; osteoblast, OB. (**N**) MK numbers in the BM of WT and *Mpl*^*hlb219*^ mice at 3 dpi (*n* = 6). (**O**) Relative IGF1 levels in the BM fluid of WT and *Mpl*^*hlb219*^ mice at 3 dpi (*n* = 6). Data represent mean ± SD. *P < 0.05, **P < 0.01, NS: no significance. Two-tailed unpaired student’s *t*-test unless stated otherwise. One-way ANOVA was used for calculating *P* values in (**F**), (**N**) and (**O**)

Niche MKs principally regulate HSC homeostasis through paracrine of cytokines [34]. When analyzing the secretion profile of MKs, we detected that the upregulation of IGF1 was most prominent post IR (Fig. 1H). Pathway enrichment analysis confirmed that IGF1 secretion was predominantly activated in MKs post IR (Fig. 1I). Flow cytometry also detected dramatically increased IGF1 secretion in MKs after IR (Fig. 1J), along with parallelly increased IGF1 levels in the BM rather than in the plasma, which peaked at 3 dpi (Fig. 1K, Supplementary Fig. 1D). Intriguingly, among the tissues we noticed that IGF1 expression was exclusively upregulated in the BM (Supplementary Fig. 1E). Among BMCs including hematopoietic, immune and mesenchymal cells, IGF1 secretion was almost exclusively augmented in MKs, particularly in the high-ploidy nMKs, while that was unchanged in platelets at 3 dpi (Fig. 1L, Supplementary Fig. 1F and G). Moreover, basal IGF1 secretion seemed to be strongest in MKs within the BM based on the published RNA-seq datasets [27, 28] (Fig. 1M, Supplementary Fig. 1H). Using a mouse model of defective megakaryopoiesis which harbors a homozygous mutation of the TPO receptor (*Mpl*^*hlb219*^), we found that MKs were nearly absent and the BM IGF1 levels were only marginally elevated in *Mpl*^*hlb219*^ mice post IR (Fig. 1N and O). These data indicate that MKs serve as a predominant source of IGF1 in the BM after radiation injury. Given that IGF1 has been identified as a marker gene of nMKs [29, 35], the overrepresentation of nMKs and the predominant IGF1 upregulation in nMKs may collectively lead to the preferential IGF1 hypersecretion by surviving MKs after radiation injury.

### Megakaryocytic IGF1 favors HSC maintenance after radiation injury

The functional preference towards nMKs post IR inferred a close link to the modulation of HSC maintenance. In favor of this, prediction of upstream regulatory factors by Ingenuity Pathway Analysis of HSC transcriptomes revealed predominantly activated IGF1 signaling in HSCs of IR versus control mice at 3 dpi (Fig. 2A). Flow cytometry verified that activation of IGF1R on HSCs was initiated from 1 dpi and peaked at 3 dpi (Fig. 2B, Supplementary Fig. 2A), paralleling the dynamics of megakaryocytic IGF1 hypersecretion (Fig. 1J). To elucidate the underlying pathophysiological significance, we conditionally deleted *Igf1* from MKs by using *Pf4-Cre*/*Igf1*^*f/f*^ (*Igf1*^*ΔMK*^) mice (Supplementary Fig. 2B). Unlike *Mpl*^*hlb219*^ mice, in which BM HSC maintenance and hematopoiesis were impaired (Supplementary Fig. 2C), *Igf1*^*ΔMK*^ mice exhibited nearly unaffected BM HSC maintenance and hematopoiesis at steady state as compared to littermate controls (Supplementary Fig. 2D and E), consistent with previous studies [36, 37]. These data inform that megakaryocytic IGF1 is dispensable for homeostatic HSC maintenance. Correspondingly, after myelosuppressive injury IGF1 signaling activation in HSCs was significantly dampened in both *Igf1*^*ΔMK*^ mice and *Mpl*^*hlb219*^ mice at 3 dpi (Fig. 2C). Meanwhile, although megakaryocytic IGF1 deficiency had minimal impact on acute HSC ablation at 1 dpi, it further reduced the HSC pool size from 3 dpi (Fig. 2D), accompanied by remarkably exacerbated myelosuppression (Supplementary Fig. 2F). However, supplementation of a single dose of recombinant mouse IGF1 at 2 dpi significantly reverted these detrimental effects in *Igf1*^*ΔMK*^ mice (Fig. 2E, Supplementary Fig. 2G and H). With regard to the leukocyte compartment, IGF1 supplementation accelerated the recovery of both myeloid and lymphoid lineages in *Igf1*^*ΔMK*^ mice post IR (Supplementary Fig. 2I and J). Moreover, IGF1 supplementation also significantly augmented IGF1 signaling activation (Supplementary Fig. 2K), increased HSC pool size (Fig. 2F) and attenuated myelosuppression (Supplementary Fig. 2L) in *Mpl*^*hlb219*^ mice post IR. Furthermore, IR-experienced MKs were adoptively transferred into *Mpl*^*hlb219*^ mice post IR and they successfully lodged to the BM and localized adjacent to HSCs (Fig. 2G and H, Supplementary Fig. 2M). Similarly, the IGF1 signaling activation and maintenance of HSCs as well as hematopoietic recovery in *Mpl*^*hlb219*^ mice post IR were significantly enhanced by MK adoptive transfer (Fig. 2I and J, Supplementary Fig. 2N), while these effects were nearly vanished by adoptive transfer of MKs from *Igf1*^*ΔMK*^ mice (Fig. 2K and L, Supplementary Fig. 2O). These data indicate that megakaryocytic IGF1 hypersecretion favors HSC maintenance after radiation injury.

**Fig. 2:**
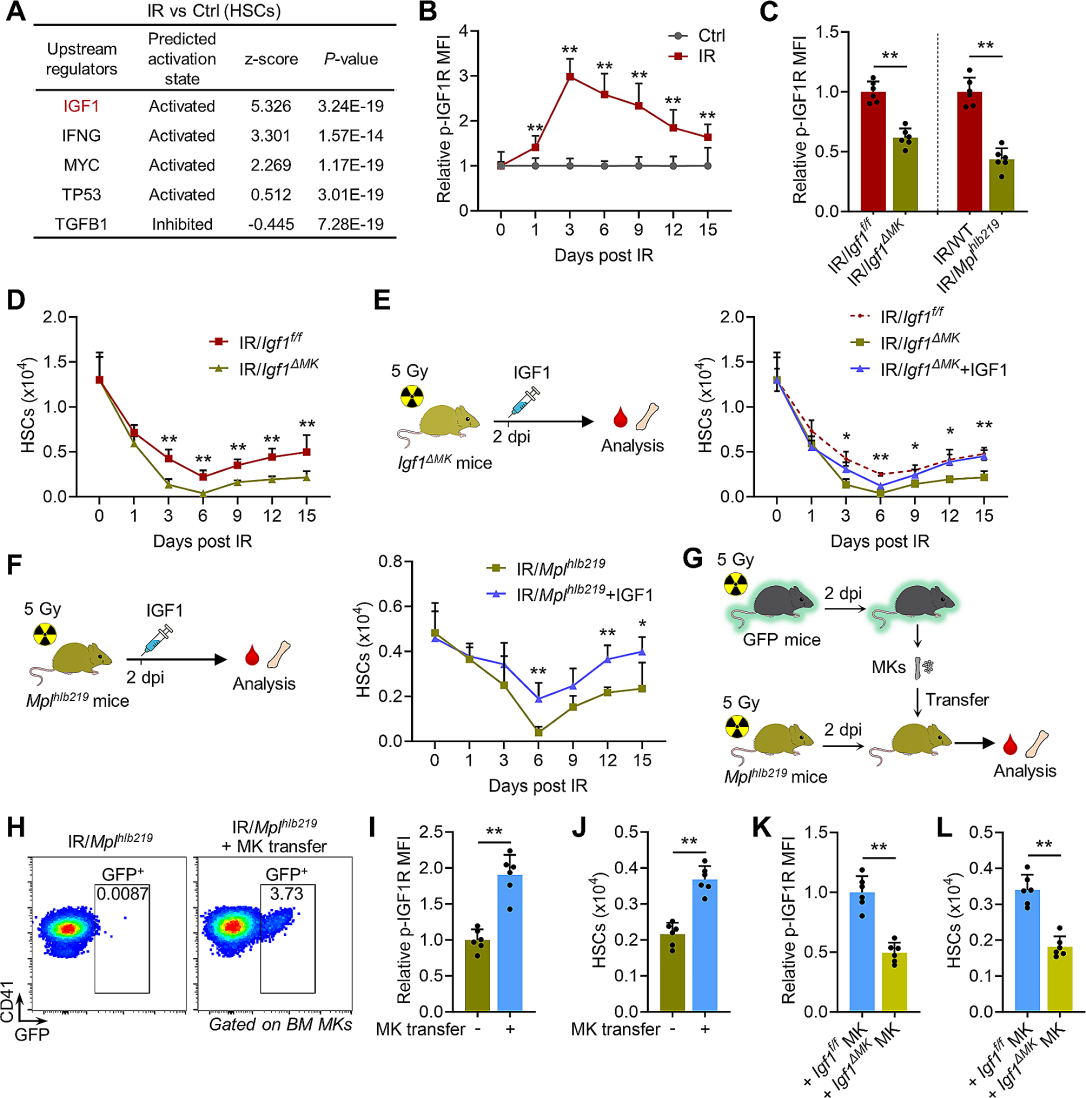
Megakaryocytic IGF1 favors HSC maintenance after radiation injury. (**A**) IPA Upstream regulators prediction analysis of BM HSCs from mice at 3 dpi (IR vs. control). (**B**) Flow cytometric analysis of p-IGF1R expression in HSCs in the BM of mice at indicated time post IR (*n* = 6). (**C**) Flow cytometric analysis of p-IGF1R expression in HSCs in the BM of *Igf1*^*ΔMK*^ and *Mpl*^*hlb219*^ mice at 3 dpi (*n* = 6). (**D**) The number of HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice at indicated time post IR (*n* = 6). (**E**) Experimental design and the number of HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). (**F**) Experimental design and the number of HSCs in the BM of *Mpl*^*hlb219*^ mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). (**G**) Experimental design of adoptive MK transfer. (**H**) Flow cytometric analysis of frequency of donor-derived GFP^+^ MKs in the BM of *Mpl*^*hlb21****9***^ mice with or without adoptive MK transfer at 3 dpi (*n* = 6). (**I** and **J**) Flow cytometric analysis of p-IGF1R expression in HSCs and the number of HSCs in the BM of *Mpl*^*hlb219*^ mice with or without MK transfer at 3 dpi (*n* = 6). (**K** and **L**) Flow cytometric analysis of p-IGF1R expression in HSCs and the number of HSCs in the BM of *Mpl*^*hlb219*^ mice with *Igf1*^*f/f*^ or *Igf1*^*ΔMK*^ mice-derived MK transfer at 3 dpi (*n* = 6). Data represent mean ± SD. *P < 0.05, **P < 0.01. Two-tailed unpaired student’s *t*-test. *Igf1*^*ΔMK*^ mice with or without IGF1 supplementation at indicated time post IR was used for calculating *P* values in (**E**)

### Megakaryocytic IGF1 promotes functional expansion of HSCs after radiation injury

Chronic activation of IGF1 signaling is well known to negatively regulate HSC maintenance [27, 38], while the effect of transient IGF1 stimulation such as that observed post IR on HSC maintenance is undefined. To this end, mice were administered with a single dose of IGF1 to mimic transient IGF1 hypersecretion in vivo. One day after IGF1 administration, we detected remarkable activation of IGF1 signaling and expansion of HSCs (Fig. 3A and B). Competitive transplantation verified that the donor chimerism of BMCs from IGF1-treated mice was significantly higher than that from control mice 16 weeks after transplantation (Fig. 3C and D), reflecting enhanced self-renewal capacity and functional expansion of HSCs in response to transient IGF1 secretion. Three days after IGF1 administration, the counts of WBCs, RBCs and platelets were all significantly increased in PB (Supplementary Fig. 3A), reinforcing that IGF1 acted at the level of multipotential HSCs. To further test the direct effect of IGF1 on HSCs, we exploited an ex vivo culture system that sustains HSC self-renewal and expands functional HSCs [31], and modified it by replacing insulin with IGF1. It was found that IGF1 dose-dependently promoted self-renewal and functional expansion of HSCs in vitro (Fig. 3E and F). Analogously, by using an ex vivo co-culture system (Fig. 3G), we observed that MKs from IR mice not only contributed to IGF1 hypersecretion (Fig. 3H) but also significantly promoted self-renewal and functional expansion of HSCs (Fig. 3I), while other niche cells (non-MKs) from IR mice failed to have such effects (Fig. 3I). Inversely, blockade of IGF1 signaling by a selective IGF1R inhibitor AG1024 nearly abolished the pro-expansive action of MKs (Fig. 3I). These lines of evidence point to that HSCs are particularly susceptible to transient IGF1 hypersecretion, and that megakaryocytic IGF1 promotes self-renewal and functional expansion of HSCs after radiation injury.

**Fig. 3:**
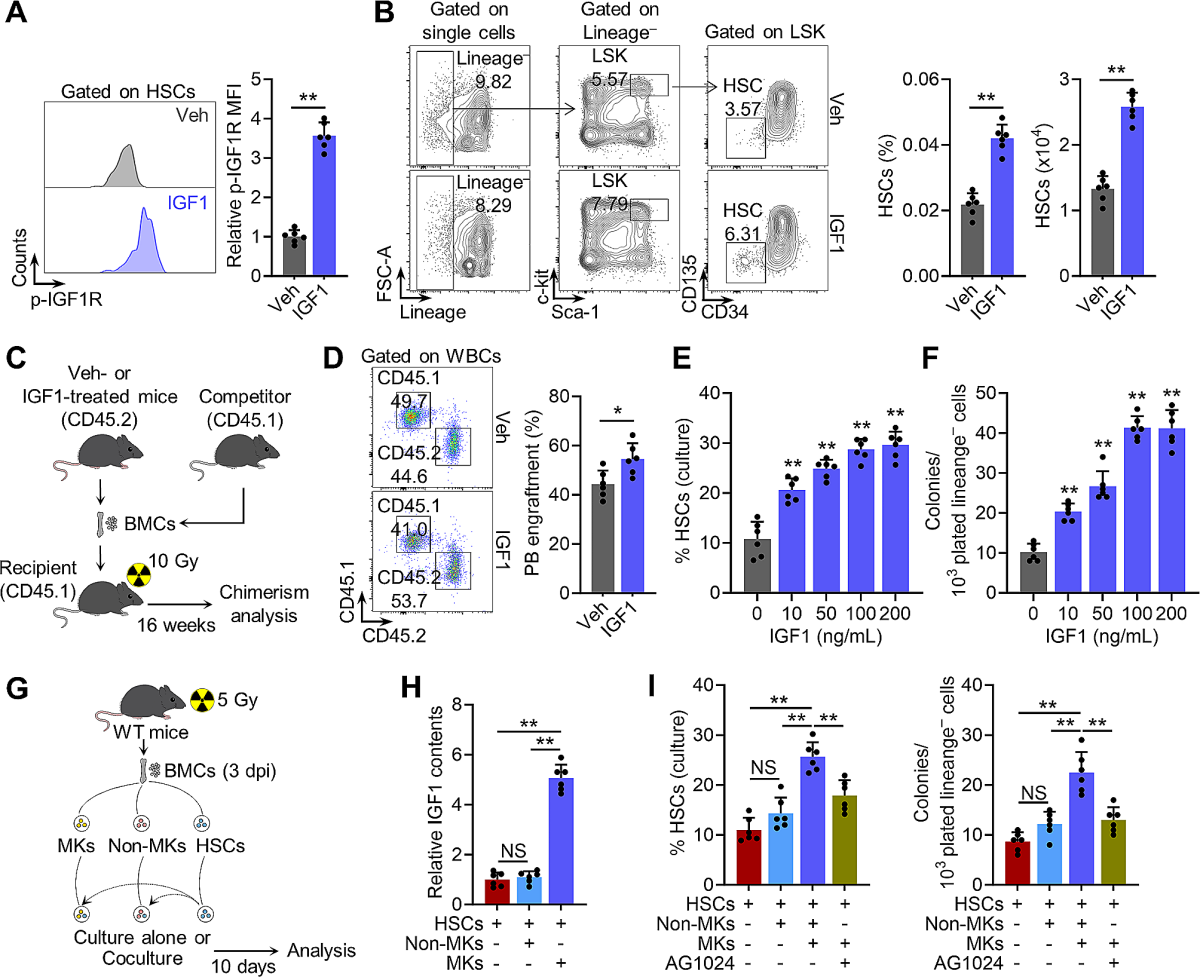
Megakaryocytic IGF1 promotes functional expansion of HSCs after radiation injury. (**A**) Flow cytometric analysis of p-IGF1R expression in HSCs of mice at day 1 post IGF1 administration (*n* = 6). (**B**) Flow cytometric gating strategy, frequency and the number of HSCs in the BM of mice at day 1 post IGF1 administration (*n* = 6). (**C** and **D**) Experimental design and PB chimerism at 16 weeks post-competitive transplantation of HSCs from mice at day 1 post IGF1 administration (*n* = 6). (**E**) Frequencies of HSCs in the ex vivo culture system with different concentrations of IGF1 at day 10 (*n* = 6). (**F**) Colony numbers of per 10^3^ lineage^**–**^ cells sorted from HSC cultures as indicated (*n* = 6). (**G**) Experimental design of an ex vivo co-culture experiment. (**H**) Relative IGF1 contents in the supernatant of the indicated culture (*n* = 6). (**I**) Frequencies of HSCs and colony numbers of per 10^3^ lineage^**–**^ cells sorted from various HSC cultures. 10 µM AG1024 was added in the culture in the indicated group (*n* = 6). Data represent mean ± SD. *P < 0.05, **P < 0.01, NS: no significance. One-way ANOVA unless stated otherwise. Two-tailed unpaired student’s *t*-test was used for calculating *P* values in (**A**), (**B**) and (**D**)

### mTOR orchestrates HSC activation in response to megakaryocytic IGF1 after radiation injury

To understand the cellular and molecular basis for functional HSC expansion induced by transient IGF1 hypersecretion, we firstly enriched the top altered signaling pathways based on comparative transcriptomic analysis of HSCs with or without transient IGF1 stimulation. 

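The comparison rested on HSCs sorted from the BM of mice at day 1 after 1 subcutaneous dose of 200 µg/kg IGF1 and of vehicle-treated control mice, with 3 RNA-seq libraries per group. The sample labels conflict on the treatment, which the treatment label gives as IGF1 and the description of the extraction as irradiation; IGF1 was taken, as in the paper. The authors trimmed the reads with fastp, quantified genes with RSEM and deposited 1 value for each of 21878 gene symbols in each library. The paper's text does not name the unit. The values were taken as FPKM (fragments on a gene, scaled to its length and to the depth of the library), because within a gene they rose in whole steps that shrank with gene length. These steps gave whole reads for 15617 of the 15640 genes with any value above 0, and a depth of about 16000000, 11500000 and 16100000 reads in control replicates 1, 2 and 3. The depth was about 12400000, 11300000 and 12900000 reads in IGF1 replicates 1, 2 and 3. Genes with at least 1 FPKM in at least 3 of the 6 libraries, 10449 in all, were compared with limma on log2(FPKM + 1), a scale that understates the changes of low genes. Genes were called at the paper's thresholds, a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05.

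The 3 control libraries were not alike. Pairs of libraries were compared over the 10449 genes tested, on the log2(FPKM + 1) scale. Control replicates 1 and 3 differed by over 2-fold in 0 genes, and the IGF1 libraries differed from each other by over 2-fold in 2 to 5 genes. Control replicate 2 differed by over 2-fold from control replicate 1 in 2504 genes, from control replicate 3 in 2510 genes, and from the IGF1 libraries in 94 to 113 genes. The first principal component held 93.2% of the variance, with control replicate 2 at a score of -17.8 against 64.8 for control replicate 3 and -37.8 to -36.6 for the IGF1 libraries.

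**Figure D1:**
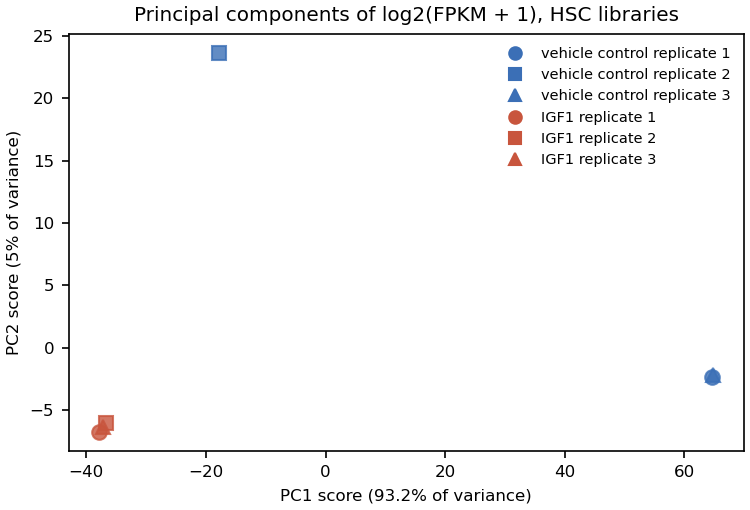
Scores of the 6 HSC libraries on the first (x axis) and second (y axis) principal components of log2(FPKM + 1), 1 point per library. Control replicate 2 sits at -17.8 on the first component, nearer to the IGF1 libraries than to the other controls.

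In HSCs of IGF1- versus vehicle-treated mice, 207 genes were higher and 484 lower. Each of these 691 genes had groups that did not overlap, as did 59.4% of the genes tested, where chance gives 10%. Control replicate 2 set these counts. Without it, 1281 genes were higher and 2157 lower, and 685 of the 691 genes were among them. The adjusted p alone was then passed by 9250 of the 10449 genes. Control replicates 1 and 3, and the IGF1 libraries, differed by little more than read sampling and may be repeat libraries. The p-values without control replicate 2 may therefore leave out the variation between mice. Without any other single library 0 genes were called, and between 233 and 386 higher and 450 and 795 lower genes passed an unadjusted p under 0.05 with the fold threshold. The median log2 fold change of all genes tested was -0.18. Scaling the libraries to their 75th percentile moved it to 0.04, and the share of called genes that were higher from 30.0% to 53.7%.

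Among called genes of at least median expression, the 5 largest rises were those of Scand1, Rpl36, Hist1h3e, Mgst2 and Hist1h4h, with log2 fold changes of 2.11 to 2.51. The 5 largest falls were those of Ngp, Kpna2, Camp, Gm10698 and S100a9, with log2 fold changes of -3.39 to -2.25. Ngp, Camp and S100a9 encode neutrophil proteins, and whether other cells were among the sorted cells was not decided. In all 10 genes control replicate 2 lay between the other controls and the IGF1 libraries. Rpl36 and the 2 histone genes belong to families of similar genes among which reads could have been split, so their values are uncertain. Scand1 had 23.2, 60.9 and 19.3 FPKM in control replicates 1, 2 and 3 and 185, 165 and 184 FPKM in the IGF1 libraries, a log2 fold change of 2.51 (standard error 0.42, adjusted p = 0.0308 from limma). Igf1r, the receptor gene, had 2.35, 5.08 and 2.49 FPKM in the controls and 5.16, 5.65 and 5.51 FPKM in the IGF1 libraries, a log2 fold change of 0.64 (standard error 0.25, adjusted p = 0.0856). Its groups did not overlap (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Igf1 itself stayed between 0.203 and 0.372 FPKM in the 6 libraries, too low to be tested.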

In accordance with the effects of chronic IGF1 signaling activation [27, 38], HSCs with transient IGF1 stimulation exhibited a transcriptomic signature of HSC activation including mTOR signaling activation, proliferation, and augmented mitochondrial biogenesis and oxidative metabolism (Fig. 4A, Supplementary Fig. 4A), all of which were validated by flow cytometry (Fig. 4B-F), immunostaining (Fig. 4G) and intracellular ATP assay (Supplementary Fig. 4B). 

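The signature was examined with lists of genes for each process, written before the data were examined, and with limma's camera test at its preset correlation, adjusted over 14 sets. Changes are given on the log2 scale, on which the median gene fell by 0.18. The mTOR signalling set (38 genes tested) had a median log2 fold change of -0.21 in HSCs of IGF1- versus vehicle-treated mice (adjusted p = 0.657), with 13 genes higher and 25 lower. The AKT signaling set (42 genes) had a median of -0.15 (adjusted p = 0.894). Neither passed the threshold. The cell cycle set (181 genes) was lower, with a median of -0.65 and 153 genes below 0 (adjusted p = 8.1e-06). The mitochondrial biogenesis set (62 genes) had a median of -0.27 (adjusted p = 0.555), and the citric acid cycle set (34 genes) was lower with a median of -0.56 and 28 genes below 0 (adjusted p = 0.0136). Higher sets were those of oxidative phosphorylation, complex I biogenesis and mitochondrial translation. The oxidative phosphorylation set had a median of 0.67 and 74 of 104 genes above 0 (adjusted p = 3.7e-05). The complex I biogenesis set had a median of 0.55 and 34 of 52 genes above 0 (adjusted p = 0.00331). The mitochondrial translation set had a median of 0.31 and 60 of 93 genes above 0 (adjusted p = 0.00331). With the correlation between genes estimated, no set was called (lowest adjusted p = 0.792). Under limma's fry test the cell cycle (adjusted p = 0.0391) and citric acid cycle (adjusted p = 0.0206) sets were lower, as were the mTOR signalling (adjusted p = 0.00262) and mitochondrial biogenesis (adjusted p = 0.0206) sets, while the higher sets were not called. Fry sets no set against other genes. Fry was also run on scaled values, a step chosen after the data were seen. It called the mTOR signalling and mitochondrial biogenesis sets lower with TMM scaling (adjusted p = 0.0125 for each). It did so with quantile normalization (adjusted p = 0.00255 and adjusted p = 0.00528) but not with 75th percentile scaling (adjusted p = 0.121 and adjusted p = 0.281). It called the AKT signaling set higher with TMM scaling (adjusted p = 0.0125) and quantile normalization (adjusted p = 0.0138). With TMM, quantile and 75th percentile scaling, the median was -0.01, -0.07 and 0.04 for mTOR signalling. It was -0.08, -0.07 and -0.03 for mitochondrial biogenesis and 0.03, 0.12 and 0.08 for AKT signaling. With trends on gene length and GC content removed, a step chosen after the data were seen, none of the higher sets was called by camera. The adjusted p was 0.757 for oxidative phosphorylation, 0.979 for complex I biogenesis and 0.406 for mitochondrial translation. In each of the 8 sets of this signature, control replicate 2 lay nearer the IGF1 libraries than the other controls did. In the cell cycle set the median distance from the IGF1 mean was 0.83, 0.22 and 0.82 in control replicates 1, 2 and 3. With control replicate 2 left out, the median of the cell cycle set was -0.83, that of the complex I biogenesis set 0.81 and that of the mitochondrial translation set 0.53.

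**Figure D2:**
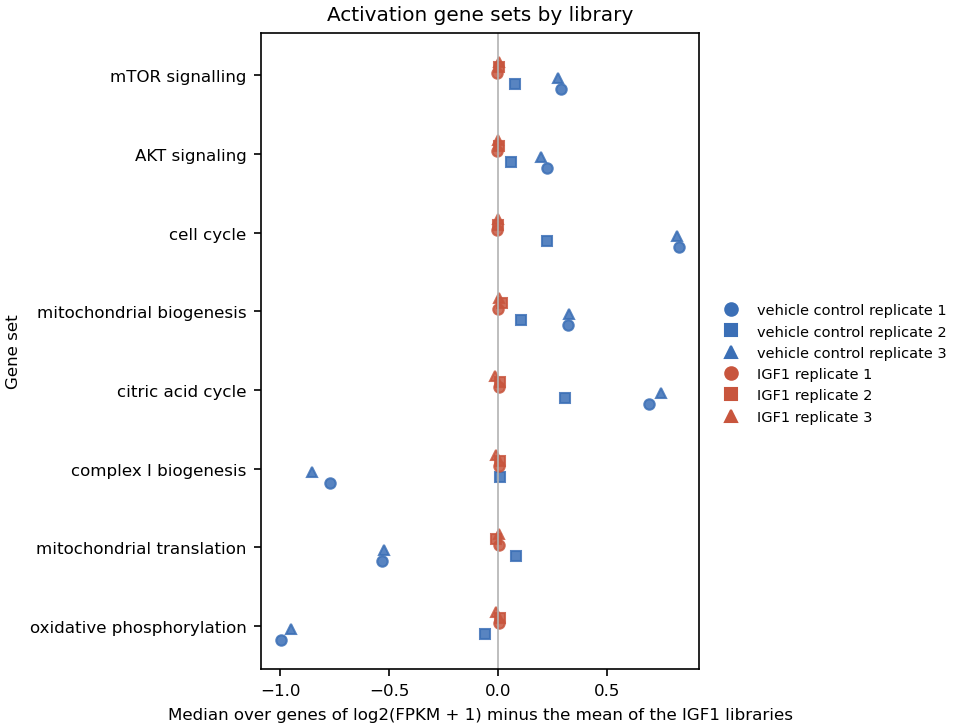
Each point is 1 library, placed by the median over the set's genes of log2(FPKM + 1) minus the mean of the 3 IGF1 libraries (x axis), for 8 gene sets (y axis). Control replicate 2 lies at 0.22 in the cell cycle set, between the IGF1 libraries near 0 and the other controls at 0.82 and 0.83.

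Mtor had 3.33, 4.69 and 3.00 FPKM in control replicates 1, 2 and 3 and 3.64, 3.67 and 3.64 FPKM in the IGF1 libraries, a log2 fold change of 0.01 (standard error 0.16, adjusted p = 0.964 from limma). Akt1 changed by -0.87 (adjusted p = 0.0849), Akt2 by -0.56 (adjusted p = 0.0874) and Rps6kb1 by -0.29 (adjusted p = 0.0838), all short of the threshold. Without control replicate 2 Akt1 passed both thresholds as lower (-1.27, adjusted p = 2.6e-10). Such p-values may leave out the variation between mice, since the libraries left in each group differed by little more than read sampling. Akt2 (-0.81) and Rps6kb1 (-0.35) then still fell short of the fold threshold. The called genes with the smallest adjusted p in the mTOR signalling set were Rraga (-1.10), Stradb (-1.70) and Eif4e (-1.44), all lower. Mki67, which encodes Ki67, had 7.55, 21.0 and 7.83 FPKM in the controls and 24.8, 24.9 and 23.3 FPKM in the IGF1 libraries, a log2 fold change of 1.10 (standard error 0.38, adjusted p = 0.069). Leaving out control replicate 2 gave 1.54 (adjusted p = 1.5e-09). In the cell cycle set Oip5 (-1.14), Gins3 (-1.56) and Fancd2 (-1.10) led the 14 called genes, all of them lower. Tomm20 changed by 0.06 (adjusted p = 0.733). The genes called in the mitochondrial sets moved both ways. Hdac3, Atf2 and Hspa9 of the biogenesis set (-1.29 to -1.15), Ndufs1 and Acad9 of the complex I set (-1.67 and -1.23) and Suclg2, Dlat and Idh3a of the citric acid cycle set (-1.79 to -1.41) were lower. Mrpl52 (1.68) and Gadd45gip1 (1.35) of the mitochondrial translation set were higher. The paper's Fig. 4A covers Reactome pathways upregulated both in this comparison and after irradiation. From these and the oxidative phosphorylation gene set (Supplementary Fig. 4A) the paper states that the transcriptome carried a signature of HSC activation, and it tests activation itself by flow cytometry, immunostaining and ATP assay.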

Inhibition of mTOR by rapamycin (RAPA) nearly abrogated these effects (Fig. 4B-G), confirming a central role of mTOR in transducing IGF1 signaling. Similarly, RNA-seq revealed that HSCs also exhibited an activation signature at 3 dpi (Fig. 4A, Supplementary Fig. 4A). Flow cytometric analysis confirmed the dramatically increased HSC proliferation started from 3 dpi (Fig. 4H), accompanied by remarkably increased mTOR activation (Fig. 4I) as well as augmented mitochondrial biogenesis and oxidative metabolism at 3 dpi (Fig. 4J, Supplementary Fig. 4C), paralleling the dynamics of megakaryocytic IGF1 hypersecretion. In *Igf1*^*ΔMK*^ and *Mpl*^*hlb219*^ mice, however, HSC activation was significantly blunted post IR (Fig. 4K-M, Supplementary Fig. 4D-H). In contrast, IGF1 supplementation nearly reverted these effects in *Igf1*^*ΔMK*^ and *Mpl*^*hlb219*^ mice (Fig. 4K-M, Supplementary Fig. 4D-H). Thus, megakaryocytic IGF1 triggers *bona fide* activation of IGF1 signaling that is orchestrated by mTOR in HSCs. As reported, IGF1 can promote self-renewal proliferation of a variety of stem cells [39–42], and HSCs also undergo self-renewal proliferation after myelosuppressive injury [2]. These lines of evidence suggest that megakaryocytic IGF1 may facilitate functional HSC expansion at least partially through promoting self-renewal proliferation of HSCs after radiation injury.

**Fig. 4:**
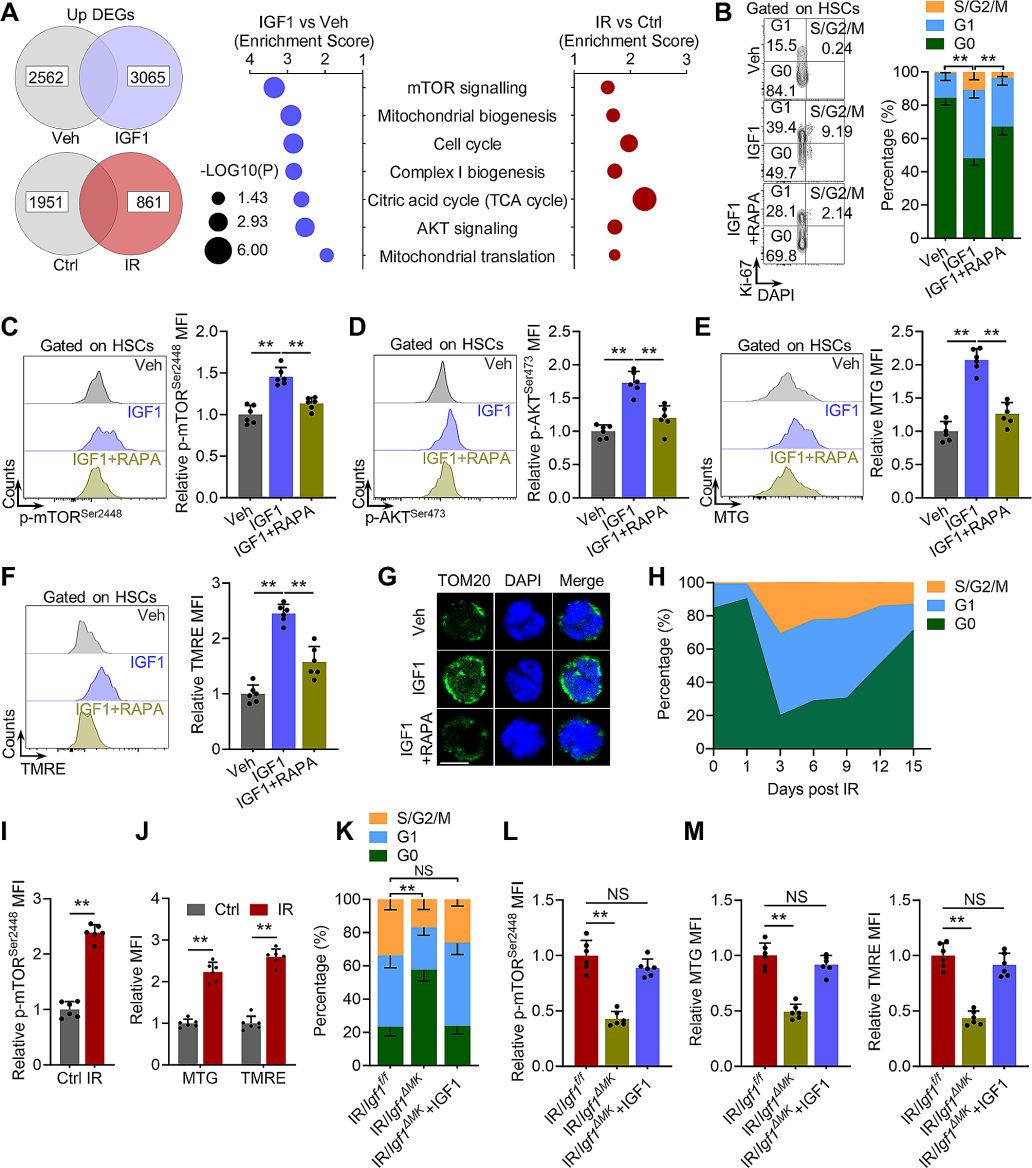
mTOR orchestrates HSC activation in response to megakaryocytic IGF1 after radiation injury. (**A**) Reactome pathways enrichment analysis of commonly upregulated signaling pathways in BM HSCs of mice at day 1 post IGF1 administration (IGF1 vs. vehicle) and at 3 dpi (IR vs. control). (**B**) Flow cytometric analysis of cell cycle of HSCs in the BM of mice at 1 day post IGF1/RAPA administration (*n* = 6). (**C** and **D**) Flow cytometric analysis of expression of p-mTOR and p-AKT in HSCs in BM of mice at 1 day post IGF1/RAPA administration (*n* = 6). (**E** and **F**) Flow cytometric analysis of MTG and TMRE in HSCs in BM of mice at 1 day post IGF1/RAPA administration (*n* = 6). (**G**) Immunostaining analysis of HSC mitochondria of mice at 1 day post IGF1/RAPA administration. Scale bar, 5 μm. (**H**) Flow cytometric analysis of cell cycle of HSCs in the BM of mice at indicated time post IR (*n* = 5). (**I**) Flow cytometric analysis of p-mTOR expression in HSCs in the BM of mice at 3 dpi (*n* = 6). (**J**) Flow cytometric analysis of MTG and TMRE in HSCs in the BM of mice at 3 dpi (*n* = 6). (**K-M**) Flow cytometric analysis of cell cycle, p-mTOR expression, MTG and TMRE in HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice with or without IGF1 supplementation at 3 dpi (*n* = 6). Data represent mean ± SD. **P < 0.01, NS: no significance. One-way ANOVA unless stated otherwise. Two-tailed unpaired student’s *t*-test was used for calculating *P* values in (**I**) and (**J**)

### Megakaryocytic IGF1 restricts HSC ferroptosis after radiation injury

Notably, unlike other somatic stem cells, augmented proliferation and mitochondrial oxidative metabolism always culminates in HSC exhaustion due to HSC demise induced by replication stress and oxidative stress [8, 43], which can be illustrated by chronic IGF1 signaling activation [27, 38]. We further interrogated whether cell death and survival signaling pathways were reprogrammed in HSCs in response to transient IGF1 stimulation. 

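Lists of genes for 4 forms of cell death were compared between HSCs of IGF1- and vehicle-treated mice with the camera test. The lists do not mark which genes promote or restrain a form of death. A lower median thus does not by itself show inhibition. The paper's Fig. 5A used Ingenuity Pathway Analysis, another measure. The ferroptosis set (34 genes tested) had a median log2 fold change of -0.51, with 28 genes lower and 6 higher, and did not pass the threshold (adjusted p = 0.0697 from limma). It passed under quantile normalization (adjusted p = 0.00714), without a filter on low values (adjusted p = 0.0249) and under fry (adjusted p = 0.0391). It also passed with limma's voom on the recovered reads (adjusted p = 0.0251), chosen after the data were seen. Fry on scaled values was chosen after the data were seen too. It called the set lower with TMM scaling (adjusted p = 0.0442). It did not with quantile normalization (adjusted p = 0.079) or 75th percentile scaling (adjusted p = 0.0524). Weighting the libraries, which took nearly all weight from control replicate 2, gave an adjusted p of 0.0487, and leaving out that library gave 0.0512. It did not pass with a minimum of 5 FPKM (adjusted p = 0.211), in preranked GSEA (adjusted p = 0.122), without members shared with another set (adjusted p = 0.111), with an estimated correlation (adjusted p = 0.792) or with trends on gene length and GC content removed (adjusted p = 0.309, median -0.28). For the 32 of its 34 genes that could be matched on length, GC content and expression, the median was -0.545. Random sets matched to these 32 genes had a median of -0.33, and 3.63% of 10000 lay below -0.545. The necroptosis set (27 genes) had a median of -0.25 (adjusted p = 0.657), the pyroptosis set (24 genes) of -0.07 (adjusted p = 0.758, but called lower under fry with an adjusted p of 0.0391, and not under fry with TMM scaling, adjusted p = 0.262) and the apoptosis set (50 genes) of -0.28 (adjusted p = 0.894). Differences between the 4 sets were not tested. In the ferroptosis set control replicates 1, 2 and 3 lay at 0.75, 0.12 and 0.77 from the mean of the IGF1 libraries, and its median was -0.76 without control replicate 2.

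**Figure D3:**
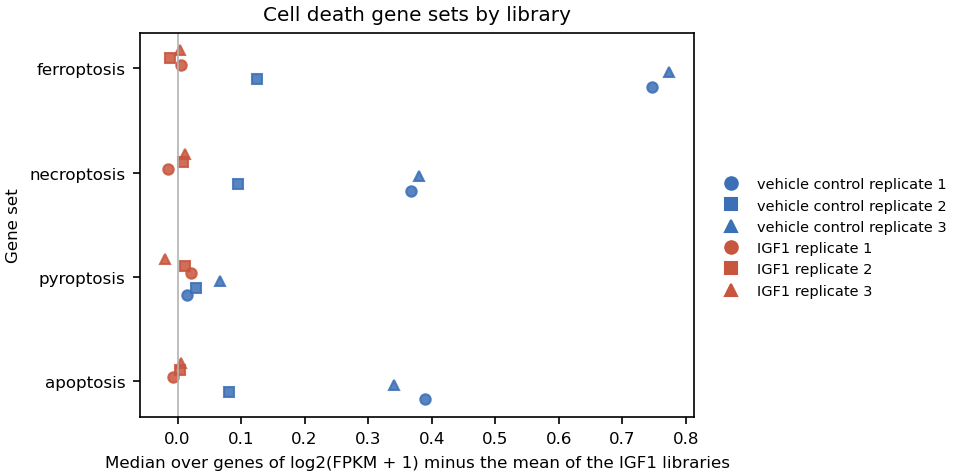
Each point is 1 library, placed by the median over the set's genes of log2(FPKM + 1) minus the mean of the 3 IGF1 libraries (x axis), for 4 cell death gene sets (y axis). In the ferroptosis set control replicate 2 lies at 0.12 and the other controls at 0.75 and 0.77.

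Slc11a2, which encodes an iron transporter, had 3.94, 3.72 and 3.75 FPKM in control replicates 1, 2 and 3 and 1.30, 1.22 and 1.17 FPKM in the IGF1 libraries, a log2 fold change of -1.11 (standard error 0.09, adjusted p = 0.0285 from limma). Control replicate 2 lay with the other controls in this gene. The other called gene of the ferroptosis set, Map1lc3a, which is also an autophagy gene, was higher (1.35, adjusted p = 0.0405). Gpx4 had 249, 459 and 252 FPKM in the controls and 527, 510 and 520 FPKM in the IGF1 libraries, a log2 fold change of 0.76 (standard error 0.26, adjusted p = 0.0704). Acsl4 changed by -0.51 (adjusted p = 0.195), with control replicate 2 below the IGF1 libraries, and Tfrc by -0.89 (adjusted p = 0.0847). With trends on gene length and GC content removed the change was 0.06 for Gpx4, 0.04 for Acsl4 and -0.29 for Tfrc. Leaving out control replicate 2 gave 1.05 for Gpx4, -0.86 for Acsl4 and -1.29 for Tfrc. Slc7a11, between 0.154 and 0.314 FPKM, was too low to be tested. In the other sets Ppid (-1.42) and Ifngr1 (-1.29) of necroptosis and Hmgb1 (-1.005) of pyroptosis were called lower, and Nfkbia (1.45) of apoptosis was called higher.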

Intriguingly, among the well-identified cell death signaling pathways, we noticed that ferroptosis signaling pathway was predominantly inhibited in HSCs of IGF1- versus vehicle-treated mice (Fig. 5A). In vivo, although HSC death in IGF1-treated mice was minimal and comparable with that in vehicle-treated mice at homeostasis (Fig. 5B), membrane lipid peroxidation, a well-recognized feature of ferroptosis, was significantly reduced in HSCs of IGF1-treated mice (Fig. 5C). Ex vivo, the freshly isolated HSCs from IGF1-treated mice were more resistant than those from vehicle-treated mice to ferroptosis induced by erastin, a widely-used ferroptosis inducer (Fig. 5D and E). IR is well demonstrated as an in vivo inducer of HSC ferroptosis, which peaked at 1 dpi and persisted for at least 3 days (Fig. 5F) [5]. Although HSC ferroptosis was indistinguishable in *Igf1*^*ΔMK*^ and *Mpl*^*hlb219*^ mice from that in their control counterparts at homeostasis and at 1 dpi, it was significantly exacerbated at 3 dpi (Fig. 5F, Supplementary Fig. 5A). Notably, the aggravated HSC ferroptosis in *Igf1*^*ΔMK*^ and *Mpl*^*hlb219*^ mice was significantly reverted by IGF1 supplementation (Fig. 5G and H, Supplementary Fig. 5B). Additionally, administration of an in vivo ferroptosis inducer IKE nearly abrogated HSC expansion without affecting HSC proliferation and mitochondrial oxidative metabolism after transient IGF1 stimulation (Fig. 5I-L, Supplementary Fig. 5C). These results demonstrate that megakaryocytic IGF1 restricts HSC ferroptosis after radiation injury, which may synergize with self-renewal proliferation to ensure functional HSC expansion.

**Fig. 5:**
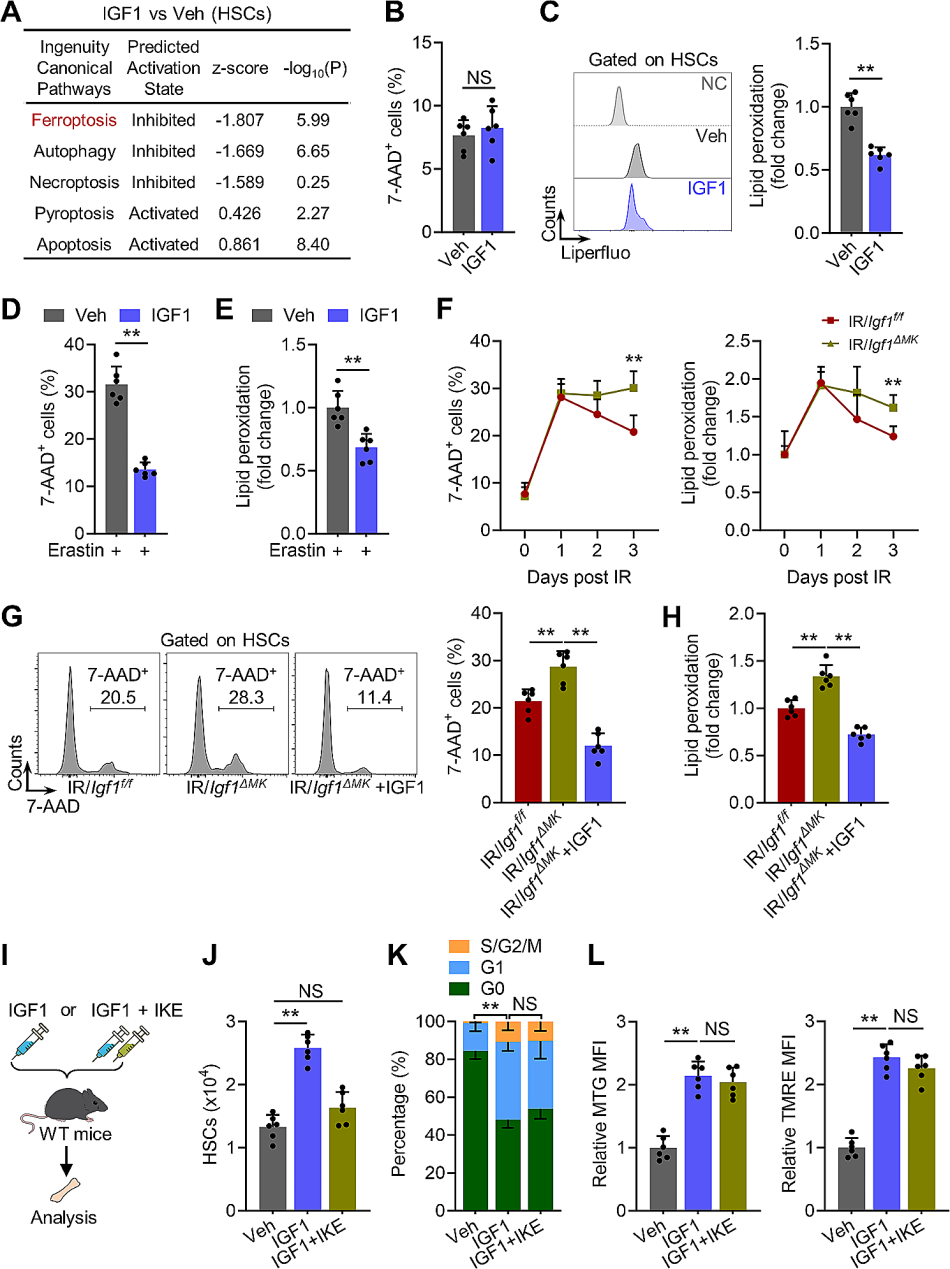
Megakaryocytic IGF1 restricts HSC ferroptosis after radiation injury. (**A**) IPA pathways enrichment analysis of BM HSCs of IGF1-treated mice (IGF1 vs. vehicle). (**B**) Frequency of cell death in HSCs in the BM of mice at 1 day post IGF1 administration (*n* = 6). (**C**) Flow cytometric analysis of lipid peroxidation of HSCs in BM of mice at 1 day post IGF1 administration (*n* = 6, NC: negative control). (**D** and **E**) Flow cytometric analysis of cell death and lipid peroxidation of BM HSCs from IGF1-treated mice in response to erastin (*n* = 6). (**F**) Flow cytometric analysis of cell death and lipid peroxidation of HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice at indicated time post IR (*n* = 6). (**G** and **H**) Flow cytometric analysis of cell death and lipid peroxidation in HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice with or without IGF1 supplementation at 3 dpi (*n* = 6). (**I**) Experimental design. (**J**) The number of HSCs in the BM of mice at 1 day post IGF1/IKE administration (*n* = 6). (**K** and **L**) Flow cytometric analysis of cell cycle, MTG and TMRE of HSCs in the BM of mice at 1 day post IGF1/IKE administration (*n* = 6). Data represent mean ± SD. **P < 0.01, NS: no significance. One-way ANOVA unless stated otherwise. Two-tailed unpaired student’s *t*-test was used for calculating *P* values in (**B-F**)

### Megakaryocytic IGF1 inhibits ferritinophagy in HSCs via mTOR after radiation injury

The redox-active ferrous iron (Fe^2+^) positions centrally in ferroptosis. The Fe^2+^ pool of a cell is primarily determined by iron uptake and Fe^2+^ release from ferritin protein by ferritinophagy [44]. Based on the transcriptomic analysis, we noticed that autophagy was robustly inhibited in HSCs of IGF1-treated mice (Figs. 5A and 6A), in line with the hyperactivation of mTOR, which is a well-known negative regulator of autophagy [5]. 

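In HSCs of IGF1- versus vehicle-treated mice, a core autophagy set of 32 tested genes had a median log2 fold change of -0.18, equal to that of all genes, with 20 genes lower and 12 higher (camera adjusted p = 0.777 from limma). A broader macroautophagy set of 142 genes had a median of -0.26, with 92 genes lower and 50 higher (adjusted p = 0.758). Neither set was called under any alternative run. Camera's direction, which is relative to the other genes, was upward for the core set under quantile normalization (adjusted p = 0.988), where the median was -0.08, and with trends on gene length and GC content removed (adjusted p = 0.979), where it was -0.03. Preranked GSEA gave normalized enrichment scores of -0.82 for the core set and -0.87 for the broad set (adjusted p = 0.922 for each). Without control replicate 2 the median of the core set was -0.30 and that of the broad set -0.38.

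Map1lc3a, which encodes an LC3 protein, was called higher, with 9.73, 21.1 and 10.3 FPKM in control replicates 1, 2 and 3 and 36.4, 32.2 and 34.7 FPKM in the IGF1 libraries, a log2 fold change of 1.35 (standard error 0.29, adjusted p = 0.0405 from limma). Map1lc3b changed by -0.13 (adjusted p = 0.306), and by 0.12 with the libraries scaled to their 75th percentile. Of the broad set 7 genes were called lower and 3 higher. Becn1 (-1.36) and Chmp2b (-1.09) were among the called lower and Tecpr1 (1.02) among the called higher genes. Ncoa4, which encodes the receptor of ferritinophagy, had 44.2, 32.7 and 43.1 FPKM in the controls and 28.3, 25.6 and 29.0 FPKM in the IGF1 libraries, a log2 fold change of -0.51 (standard error 0.15, adjusted p = 0.0532). It was 0.08 with the length and GC trends removed, a step chosen after the data were seen, and that of Map1lc3a was then 0.38. The ferritin genes Fth1 (0.33, adjusted p = 0.278) and Ftl1 (0.91, adjusted p = 0.0842) were not called, and under quantile normalization they changed by -0.87 and -0.21. Without control replicate 2 the log2 fold change was 1.68 for Map1lc3a, -1.76 for Becn1, -0.64 for Ncoa4, 0.47 for Fth1 and 1.22 for Ftl1.

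**Figure D4:**
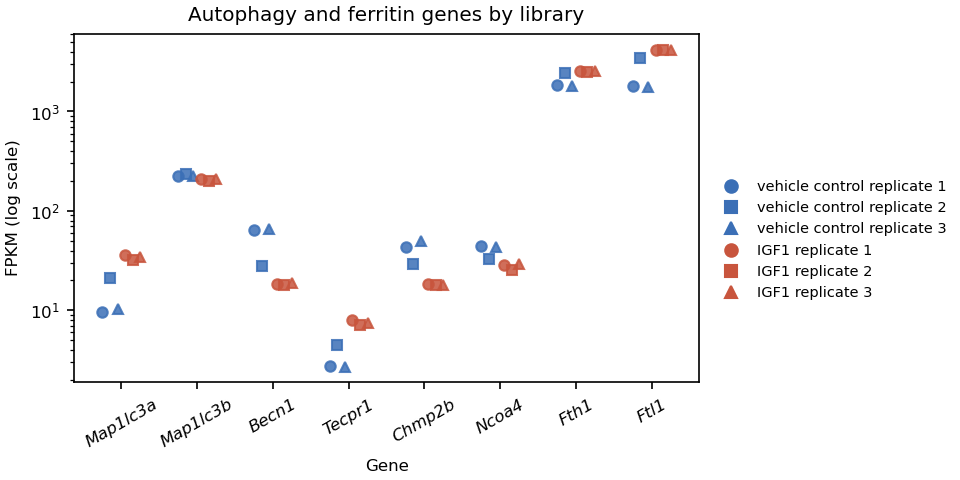
FPKM (y axis, log scale) of 8 autophagy and ferritin genes (x axis) in each library, 1 point per library. Becn1 lies at 27.9 FPKM in control replicate 2, between 64.4 and 65.2 FPKM in the other controls and 17.9 to 18.9 FPKM in the IGF1 libraries.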

Utilizing GFP-LC3 reporter mice, we confirmed significantly inhibited autophagy in HSCs of IGF1- versus vehicle-treated mice (Fig. 6B). Concomitantly, the expression of ferritin protein was remarkably increased and the Fe^2+^ pool was remarkably reduced in HSCs of IGF1- versus vehicle-treated mice (Fig. 6C and D), while the total iron pool was comparable between IGF1- and vehicle-treated mice (Supplementary Fig. 6A), indicating a state of ferritinophagy inhibition. However, inhibition of mTOR by RAPA nearly abrogated the ferritinophagy inhibition in HSCs of IGF1-treated mice (Fig. 6B-D). As a result, the ferroptosis resistance of HSCs in IGF1-treated mice was abrogated by RAPA administration (Fig. 6E and F). In addition, although ferritinophagy in HSCs of *Igf1*^*ΔMK*^ and *Mpl*^*hlb219*^ mice was negligibly affected at homeostasis compared with that in their control counterparts (Fig. 6G, Supplementary Fig. 6B), it was remarkably increased post IR and could be reversed by IGF1 supplementation (Fig. 6H, Supplementary Fig. 6C). These results indicate that megakaryocytic IGF1 inhibits ferritinophagy via mTOR to restrict HSC ferroptosis after radiation injury.

**Fig. 6:**
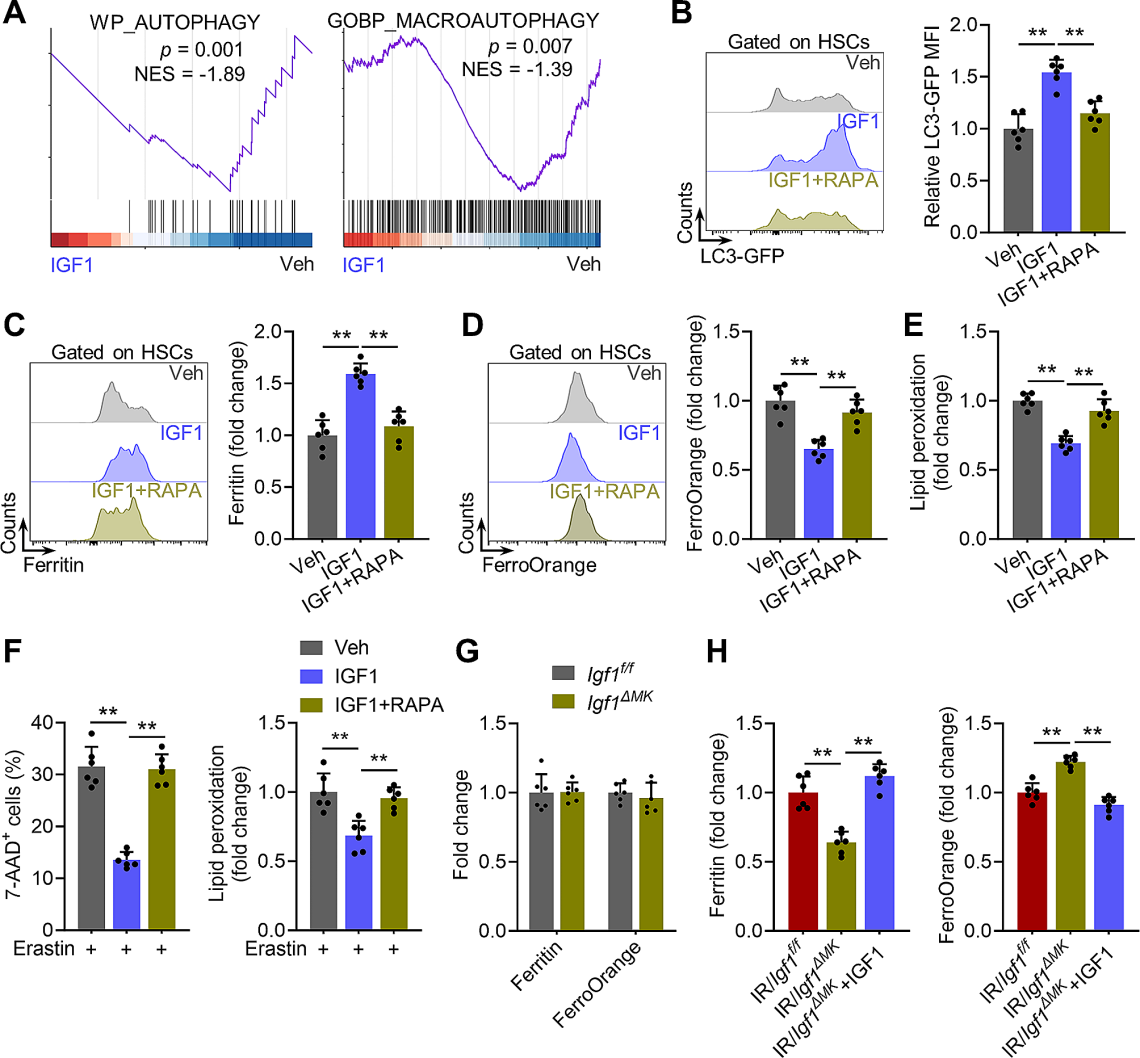
Megakaryocytic IGF1 inhibits ferritinophagy in HSCs via mTOR after radiation injury. (**A**) GSEA of the autophagy and macro-autophagy gene set in BM HSCs from mice at 1 day post IGF1 administration (IGF1 vs. vehicle). (**B**) Flow cytometric analysis of GFP-LC3 expression in HSCs in the BM of GFP-LC3 mice at 1 day post IGF1/RAPA administration (*n* = 6). (**C-E**) Flow cytometric analysis of Ferritin, FerroOrange and lipid peroxidation in HSCs in the BM of mice at 1 day post IGF1/RAPA administration (*n* = 6). (**F**) Flow cytometric analysis of cell death and lipid peroxidation in HSCs from IGF1/RAPA-treated mice in response to erastin (*n* = 6). (**G**) Flow cytometric analysis of Ferritin and FerroOrange in HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice (*n* = 6). (**H**) Flow cytometric analysis of Ferritin and FerroOrange in HSCs in the BM of *Igf1*^*f/f*^ and *Igf1*^*ΔMK*^ mice with or without IGF1 supplementation at 3 dpi (*n* = 6). Data represent mean ± SD. **P < 0.01. One-way ANOVA

### Punctual IGF1 administration effectively mitigates myelosuppression induced by radiation injury

As we previously reported, HSC ferroptosis peaks at 1 dpi [5]. The lag of megakaryocytic IGF1 hypersecretion may underlie the pathogenesis of IR-induced myelosuppression. We hypothesized that artificial elevation of IGF1 ahead of ferroptosis peak may effectively mitigate IR-induced myelosuppression. Then, we administered mice with a single dose of IGF1 immediately post IR. At 1 dpi, significantly increased activation of IGF1 signaling was detected in HSCs of IGF1-treated mice (Fig. 7A and B), accompanied by increased proliferation (Fig. 7C) and attenuated ferritinophagy (Fig. 7D and E) of HSCs. HSC ferroptosis at 1 dpi was significantly alleviated by IGF1 administration (Fig. 7F and G), resulting in improved regeneration of HSCs (Fig. 7H). Eventually, myelosuppression induced by IR was remarkably relieved by IGF1 administration (Fig. 7I). Therefore, unmasking megakaryocytic IGF1 hypersecretion dynamics provides a foundation for rational use of IGF1 to treat myelosuppression.

**Fig. 7:**
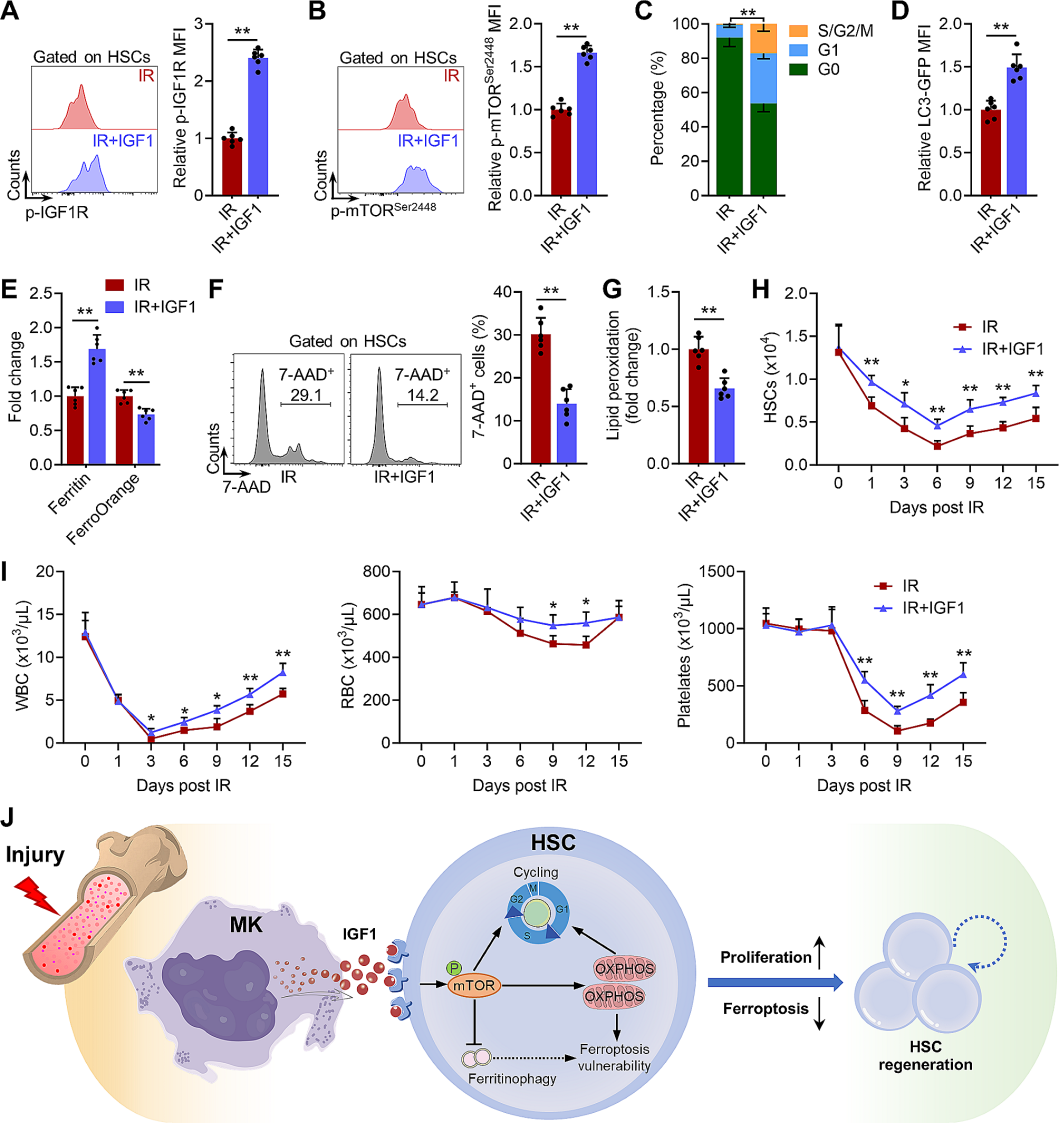
Punctual IGF1 administration effectively mitigates myelosuppression induced by radiation injury. (**A** and **B**) Flow cytometric analysis of expression of p-IGF1R and p-mTOR in HSCs in the BM of mice with or without IGF1 supplementation at 1dpi (*n* = 6). (**C**) Flow cytometric analysis of cell cycle of HSCs in the BM of mice with or without IGF1 supplementation at 1dpi (*n* = 6). (**D**) Flow cytometric analysis of GFP-LC3 expression in HSCs in the BM of GFP-LC3 mice with or without IGF1 supplementation at 1 dpi (*n* = 6). (**E**) Flow cytometric analysis of Ferritin and FerroOrange of HSCs in the BM of mice with or without IGF1 supplementation at 1 dpi (*n* = 6). (**F** and **G**) Flow cytometric analysis cell death and lipid peroxidation of HSCs in the BM of mice with or without IGF1 supplementation at 1dpi (*n* = 6). (**H**) The number of HSCs in the BM of mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). (**I**) WBC, RBC, and platelet counts in the PB of mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). (**J**) Schematic illustration of the protective role of megakaryocytic IGF1 in safeguarding HSC regeneration. Data represent mean ± SD. *P < 0.05, **P < 0.01. Two-tailed unpaired student’s *t*-test

## Discussion

Despite substantial efforts to decipher the homeostatic regulatory network within the HSC niche, the reorganization and supportive role of HSC niche after injury remain poorly understood. Here we provide evidence that links the adaptive response of niche MKs to HSC regeneration using a mouse model of IR-induced myelosuppressive injury (Fig. 7J).

MKs are a population of HSC progeny that is quite distinct from the others due to their intimate interplay with HSCs [34]. Decades ago, MKs have been found to be resistant to even lethal cytotoxicity [12–14], while the underlying pathophysiological significance is unclear. Previously, we have shown that reprogramming of the apoptosis pathway during MK development contributes to the cytotoxicity-resistance of MKs. Meanwhile, in response to IR, MKs undergo extensive cellular and molecular remodeling, albeit they survive [15]. In the present study, we further reveal that the interplay between MKs and HSCs in the context of myelosuppressive injury is quite distinct from what is known at homeostasis. After myelosuppressive injury, MKs become a predominant component of HSC niche and elicit an adaptive response that is characterized by predominant and reversible IGF1 hypersecretion, which is necessary for optimal HSC regeneration. However, the secretion of TGF-β or CXCL4, which are predominantly sourced from MKs in HSC niche at homeostasis and are negative regulators of HSC activation [18, 20], is unchanged in MKs after myelosuppressive injury (Fig. 1H). Given the role of IGF1 in promoting HSC activation and regeneration as revealed in this study, from a teleological perspective, IGF1 hypersecretion by cytotoxicity-resistant MKs may be considered as a survival mechanism to preserve HSCs following cytotoxicity caused by IR, and perhaps by any form of myelosuppressive injury such as chemotherapy [18], while the mechanisms by which MKs distinctively reprogram their secretory profile in response to myelosuppressive injury warrants further investigation.

Systemic IGF1 is primarily sourced from the liver [45]. The exclusive elevation of IGF1 levels in the BM rather than in the circulation indicates that megakaryocytic IGF1 hypersecretion is governed by local instead of systemic factors post IR. Recently, STAT3, which is a well-known downstream effector of a variety of inflammatory cytokines and growth factors, is identified as a major positive regulator of *Igf1* transcription [41]. As known, the extensive BM destruction by myelosuppressive injury always invokes local inflammation, whose initiation and resolution respectively parallel HSC injury and regeneration [46]. Thus, the self-limited local inflammation potentially elicited by MK autocrine as we reported before [15] may dictate megakaryocytic IGF1 hypersecretion after injury. Notably, megakaryocytic IGF1 is dispensable for homeostatic HSC maintenance, hinting that systemic IGF1 or local IGF1 sourced from mesenchymal cells [37, 47, 48] is sufficient to maintain HSCs at homeostasis.

Although systemic IGF1 has been well recognized as a detrimental factor for mammal longevity, increasing studies have recently redefined local IGF1 as a supportive niche factor for self-renewal expansion of stem cells, including myogenic stem cell [39], embryonic stem cell [40], intestinal stem cells [41], and biliary epithelial cell [42]. However, the action of IGF1 on HSC maintenance is quite opposite as far as we know, as chronic IGF1 signaling activation has been demonstrated to exhaust HSCs [27, 38], while transient IGF1 stimulation can promote self-renewal and expansion of HSCs [22, 47]. In this study, we unravel that, in keeping with chronic IGF1 signaling activation, transient IGF1 stimulation activates mTOR to trigger HSC proliferation and mitochondrial oxidative metabolism, which fuels proliferation through supplying metabolic intermediates and energy [8, 9]. Notably, augmented mitochondrial oxidative metabolism usually provokes oxidative stress and subsequently enhances ferroptosis vulnerability of a cell [44]. Ingeniously, mTOR-mediated concomitant ferritinophagy inhibition restrains the availability of Fe^2+^ to diminish the overall ferroptosis vulnerability of HSCs. As a result, the delicate coordination between proliferation, mitochondrial oxidative metabolism and ferroptosis collectively ensures self-renewal and functional expansion of HSCs in response to transient IGF1 stimulation. As known, persistent oxidative stress as seen in chronic IGF1 signaling activation can induce ferritinophagy through alternative mechanisms [49], which will offset mTOR-mediated ferritinophagy inhibition. Therefore, ferroptosis vulnerability may represent as a key node to reconcile the contradiction between transient and chronic IGF1 signaling activation.

Generally, it is thought that in response to IR HSCs will immediately undergo apoptosis, which always peaks hours post IR, due to DNA damages induced by free radicals [7]. However, free radicals produced by ionization always are quenched within milliseconds, while HSC demise persists days post IR, implying the involvement of different death modes [50]. Indeed, we have recently reported that ferroptosis is a part of IR-induced HSC death [5]. Mechanistically, IR-induced redox imbalance including increased Fe^2+^ pool, decreased GSH/GSSG ratio, and ACSL4 upregulation may lead to lipid peroxidation and ferroptosis of HSCs [5, 51]. In addition, the inherent natures of HSCs such as glycolysis reliance and low protein synthesis rate actually make HSCs selectively vulnerable to ferroptosis [52]. In response to acute myelosuppressive injury, HSCs may be unable to timely remodel their nature. Especially, the metabolic rewiring to mitochondrial oxidative metabolism will further increase the ferroptosis vulnerability of HSCs [44, 53]. Besides, the profound intracellular damages induced by IR also provoke autophagy [54], which increases the ferroptosis vulnerability of HSCs as well. Consequently, although HSCs surviving IR-induced immediate apoptosis were dramatically proliferated from 1 dpi, they persistently suffer from ferroptosis, which continuously depletes HSCs by 6 dpi [5].

Fortunately, megakaryocytic IGF1 hypersecretion serves as a rheostat for HSC ferroptosis through inhibiting ferritinophagy. Thus, megakaryocytic IGF1 coordinates activation and ferroptosis vulnerability to ensure optimal HSC regeneration after myelosuppressive injury. Analogously, some cancers are also vulnerable to ferroptosis [53] and emerging studies have identified local IGF1 as a supportive factor for the maintenance of cancer stem cells [55, 56]. It is tempting to speculate that local IGF1 secretion may also serve as a ferroptosis defense mechanism for cancer stem cells. Of note, IGF1 signaling has been also demonstrated as a negative regulator of apoptosis [57]. Although ferritinophagy that can be inhibited by IGF1 signaling is specific for the process of ferroptotic cell death, given the complicated intersections among the diverse kinds of cell death including apoptosis and ferroptosis [58], further studies are still warranted to dissect the complexity of IR-induced HSC death and their regulation by IGF1 signaling.

Mammals usually recover rapidly from acute myelosuppression with hematopoietic growth factor treatment, the principle therapeutic strategy for myelosuppression, but at the expense of HSC exhaustion [59]. Our study suggests a therapeutic superiority of IGF1 against myelosuppression, as it simultaneously promotes HSC regeneration and hematopoietic recovery. Actually, IGF1 has been approved for use in human by the U.S. Food and Drug Administration decades ago. Meanwhile, the effectiveness of IGF1 in mitigating lethal myelosuppression has also been evaluated decades ago [60, 61], while the therapeutic time window and regimen of IGF1 remain uncertain. In this study, based on the temporal dynamics of HSC regeneration and megakaryocytic IGF1 hypersecretion, we propose that a single dose of IGF1 administration immediately after myelosuppressive injury is efficient in exerting therapeutic effect. In addition, HSC ferroptosis is also implicated in other human diseases characterized by HSC loss such as Fanconi anemia and aplastic anemia [52], highlighting a broader therapeutic potential of IGF1 in a number of BM failure syndromes.

## Conclusions

In summary, this work identifies megakaryocytic IGF1 as a critical niche signal safeguarding HSC regeneration after radiation injury. These findings not only provide novel insights into the MK-HSC interaction in the context of myelosuppressive injury, but also extend our understanding of the action of local IGF1 in stem cell maintenance, which have broad and valuable implications for the management of radiation injury, BM failure syndrome and cancer.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

RNA-seq data generated during this study have been deposited at GEO (Accession numbers: GSE222512, GSE244971, GSE229985) and are publicly available as of the date of publication.

## Abbreviations

BM: Bone marrow
HSC: Hematopoietic stem cell
BMC: BM cell
IR: Ionizing radiation
OXPHOS: Oxidative phosphorylation
dpi: Day post IR
MK: Megakaryocyte
IGF1: Insulin-like growth factor 1
MkP: MK progenitor
nMK: Niche-supporting MK
iMK: Immune MK
pMK: Platelet-producing MK
RAPA: Rapamycin
Fe^2+^: Ferrous iron

# Supplementary material for: Megakaryocytic IGF1 coordinates activation and ferroptosis to safeguard hematopoietic stem cell regeneration after radiation injury
**Source:** Cell Commun Signal. 2024 May 27;22:292. doi: 10.1186/s12964-024-01651-5
**Supplement:** Supplementary file 1 — Supplementary Material 1

Supplementary material for

Megakaryocytic IGF1 coordinates activation and ferroptosis to safeguard hematopoietic stem cell regeneration after radiation injury

Liao et al.

**This PDF file includes:**

Supplementary Tables

Supplementary Figures

**Supplementary Tables**

**Supplementary Table 1. Antibodies used for flow cytometry.**

| **Antibody** | **Origin** | **Catalog number** |
| --- | --- | --- |
| FITC Mouse Hematopoietic Lineage Cocktail | eBioscience | Cat# 22-7770-82 |
| Biotin Mouse Hematopoietic Lineage Cocktail | eBioscience | Cat# 88-7774-75 |
| PerCP-Cyanine5.5 Anti-Mouse Ly-6A/E (Sca-1) | eBioscience | Cat# 45-5981-82 |
| PE anti-mouse Ly-6A/E (Sca-1); E13-161.7 | Biolegend | Cat#122508 |
| APC-eFluor 780 Anti-Mouse CD117 (c-Kit) | eBioscience | Cat# 47-1171-82 |
| PE-Cyanine7 Anti-Mouse CD117 (c-Kit) | eBioscience | Cat# 25-1171-82 |
| APC Anti-Mouse CD117 (c-Kit) | eBioscience | Cat# 17-1171-83 |
| PE Anti-Mouse CD135 (Flt3) | eBioscience | Cat# 12-1351-83 |
| APC Anti-Mouse CD135 (Flt3) | eBioscience | Cat# 17-1351-82 |
| eFluor 660 Anti-Mouse CD34 | eBioscience | Cat# 50-0341-82 |
| FITC Anti-Mouse CD34 | eBioscience | Cat# 11-0341-85 |
| FITC Anti-Mouse CD41 | eBioscience | Cat# 11-0411-85 |
| APC Anti-Mouse CD41 | eBioscience | Cat# 17-0411-80 |
| Biotin Anti-Mouse CD41 | eBioscience | Cat# 13-0411-82 |
| PE Anti-Mouse CD42d | eBioscience | Cat# 12-0421-82 |
| eFluor 450 Anti-Mouse CD45 | eBioscience | Cat# 48-0451-82 |
| BV605 Anti-Mouse CD45.1 | eBioscience | Cat# 12-0453-82 |
| FITC Anti-Mouse CD45.2 | eBioscience | Cat# 11-0454-82 |
| APC-eFluor 780 Anti-human/mouse CD45R (B220) | eBioscience | Cat# 47-0452-82 |
| PE-Cyanine7 Anti-Mouse CD3e | eBioscience | Cat# 25-0031-82 |
| PE Anti-Mouse Ly-6G (Gr-1) | eBioscience | Cat# 12-5931-82 |
| APC Anti-Mouse CD11b (Mac-1) | eBioscience | Cat# 17-0112-82 |
| FITC Anti-Mouse CD3e | eBioscience | Cat# 11-0031-82 |
| APC Anti-Mouse CD3e | Biolegend | Cat#100312 |
| Brilliant Violet 510™ Streptavidin | Biolegend | Cat# 405234 |
| eFluor™ 660 Anti-Phospho-mTOR (Ser2448) Monoclonal Antibody (MRRBY) | eBioscience | Cat#50-9718-42 |
| eFluor 450 Anti-Human/Mouse phospho-AKT (S473) | eBioscience | Cat# 48-9715-42 |
| FITC Anti-Mouse/Human IGF1 | Thermo Fisher Scientific | Cat# MA5-46576 |
| Alexa Fluor 647 Anti- phospho-IGF1R (Tyr1131) | BD Phosflow | Cat# 558588 |
| Anti-Ferritin antibody [EPR3004Y] | Abcam | Cat# ab75973 |
| Goat anti- Rabbit IgG(H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 | Thermo Fisher Scientific | Cat# A-11008 |
| Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 | Thermo Fisher Scientific | Cat# A-11037 |
| PE Anti-Mouse/Rat Ki-67 | eBioscience | Cat# 12-5698-82 |
| eFluor 450 Anti-Mouse CD45 | eBioscience | Cat# 48-0451-82 |
| PE-Cyanine7 Anti-Mouse TER-119 | eBioscience | Cat# 25-5921-82 |
| PerCP-Cyanine5.5 Anti-Mouse CD11c | eBioscience | Cat# 45-0114-82 |
| PE-Cyanine7 Anti-Mouse CD31 | eBioscience | Cat# 25-0311-82 |
| PE Anti-Mouse CD51 | eBioscience | Cat# 12-0512-82 |
| Anti-Mouse MYLK4 | Abmart | Cat# PK43039 |
| Anti-Mouse LSP1 | Abmart | Cat# T55653 |
| Anti-Mouse ARNTL | Abmart | Cat# MG791277 |

**Supplementary Table 2.** **Primers for mRNA expression analysis.**

| **Gene** | **Forward primer (5’ –3’)** | **Reverse primer (5’ –3’)** |
| --- | --- | --- |
| *Igf1* | CCGAGGGGCTTTTACTTCAAC | CAGTCTCCTCAGATCACAGCT |
| *Hprt* | TCAGTCAACGGGGGACATAAA | GGGGCTGTACTGCTTAACCAG |

**Supplementary Figures**

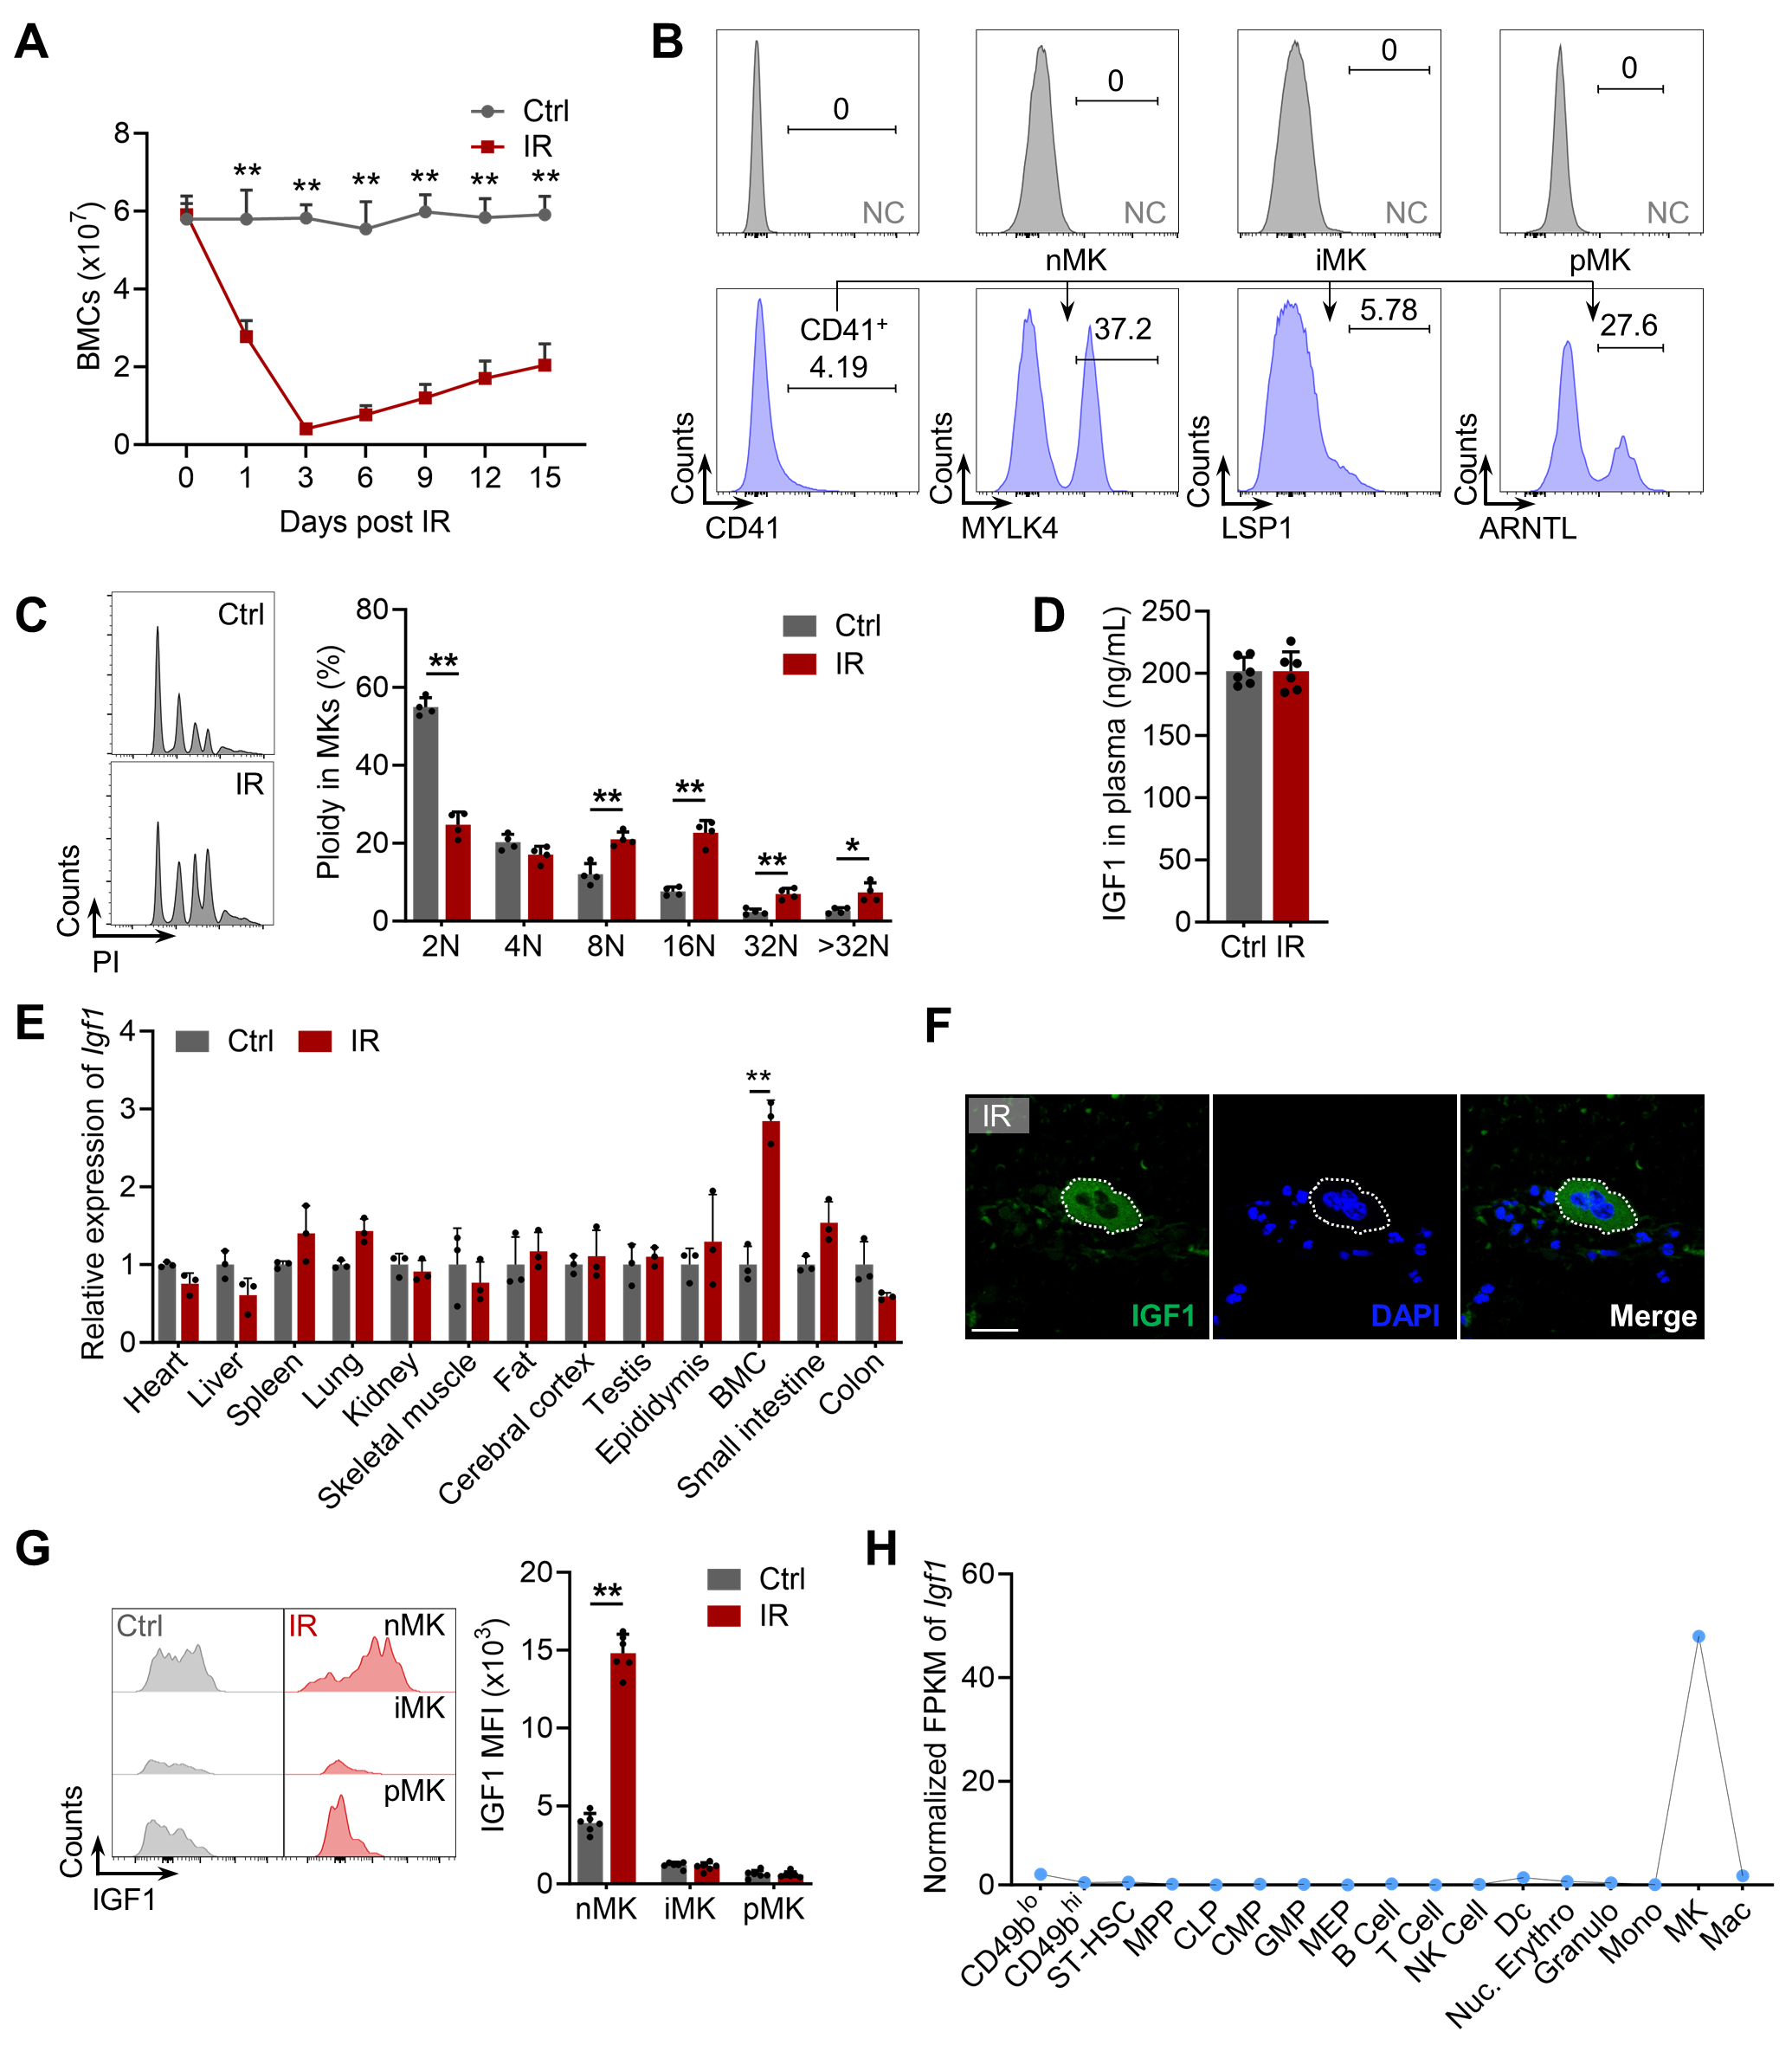

**Supplementary Fig. 1 Alteration of BMCs and IGF1 contents under homeostasis and stresses. A**, The number of BMCs at indicated time post IR (*n* = 6). **B**, Representative flow cytometric analysis of MK subpopulations. **C**, Flow cytometric analysis of MK ploidy distribution at 3 dpi (*n* = 4). **D**, Relative IGF1 levels in the plasma of mice at 3 dpi (*n* = 6). **E**, Relative *Igf1* expression in different tissues at 3 dpi (*n* = 6). **F**, Immunofluorescence analysis of IGF1 production by BMCs of IR mice at 3 dpi. The dashed line outlines MK. Scale bar, 20 μm. **G**, Flow cytometric analysis of IGF1 expression in MK subpopulations at 3 dpi. **H**, Normalized FPKM of *Igf1* in different hematopoietic cell types in the mouse BM. (CD49b^lo^, CD49b^lo^ HSC; CD49b^hi^, CD49b^hi^ HSC; ST-HSC, short-term HSC; MPP, multipotent progenitor; CLP, common lymphoid progenitor; CMP, common myeloid progenitor; GMP, granulocyte-macrophage progenitor; MEP, megakaryocyte-erythroid progenitor; Nuc. Erythro, nucleated erythrocyte; Granulo, granulocyte). Data represent mean ± SD. ***P* < 0.01. Two-tailed unpaired student’s *t*-test.

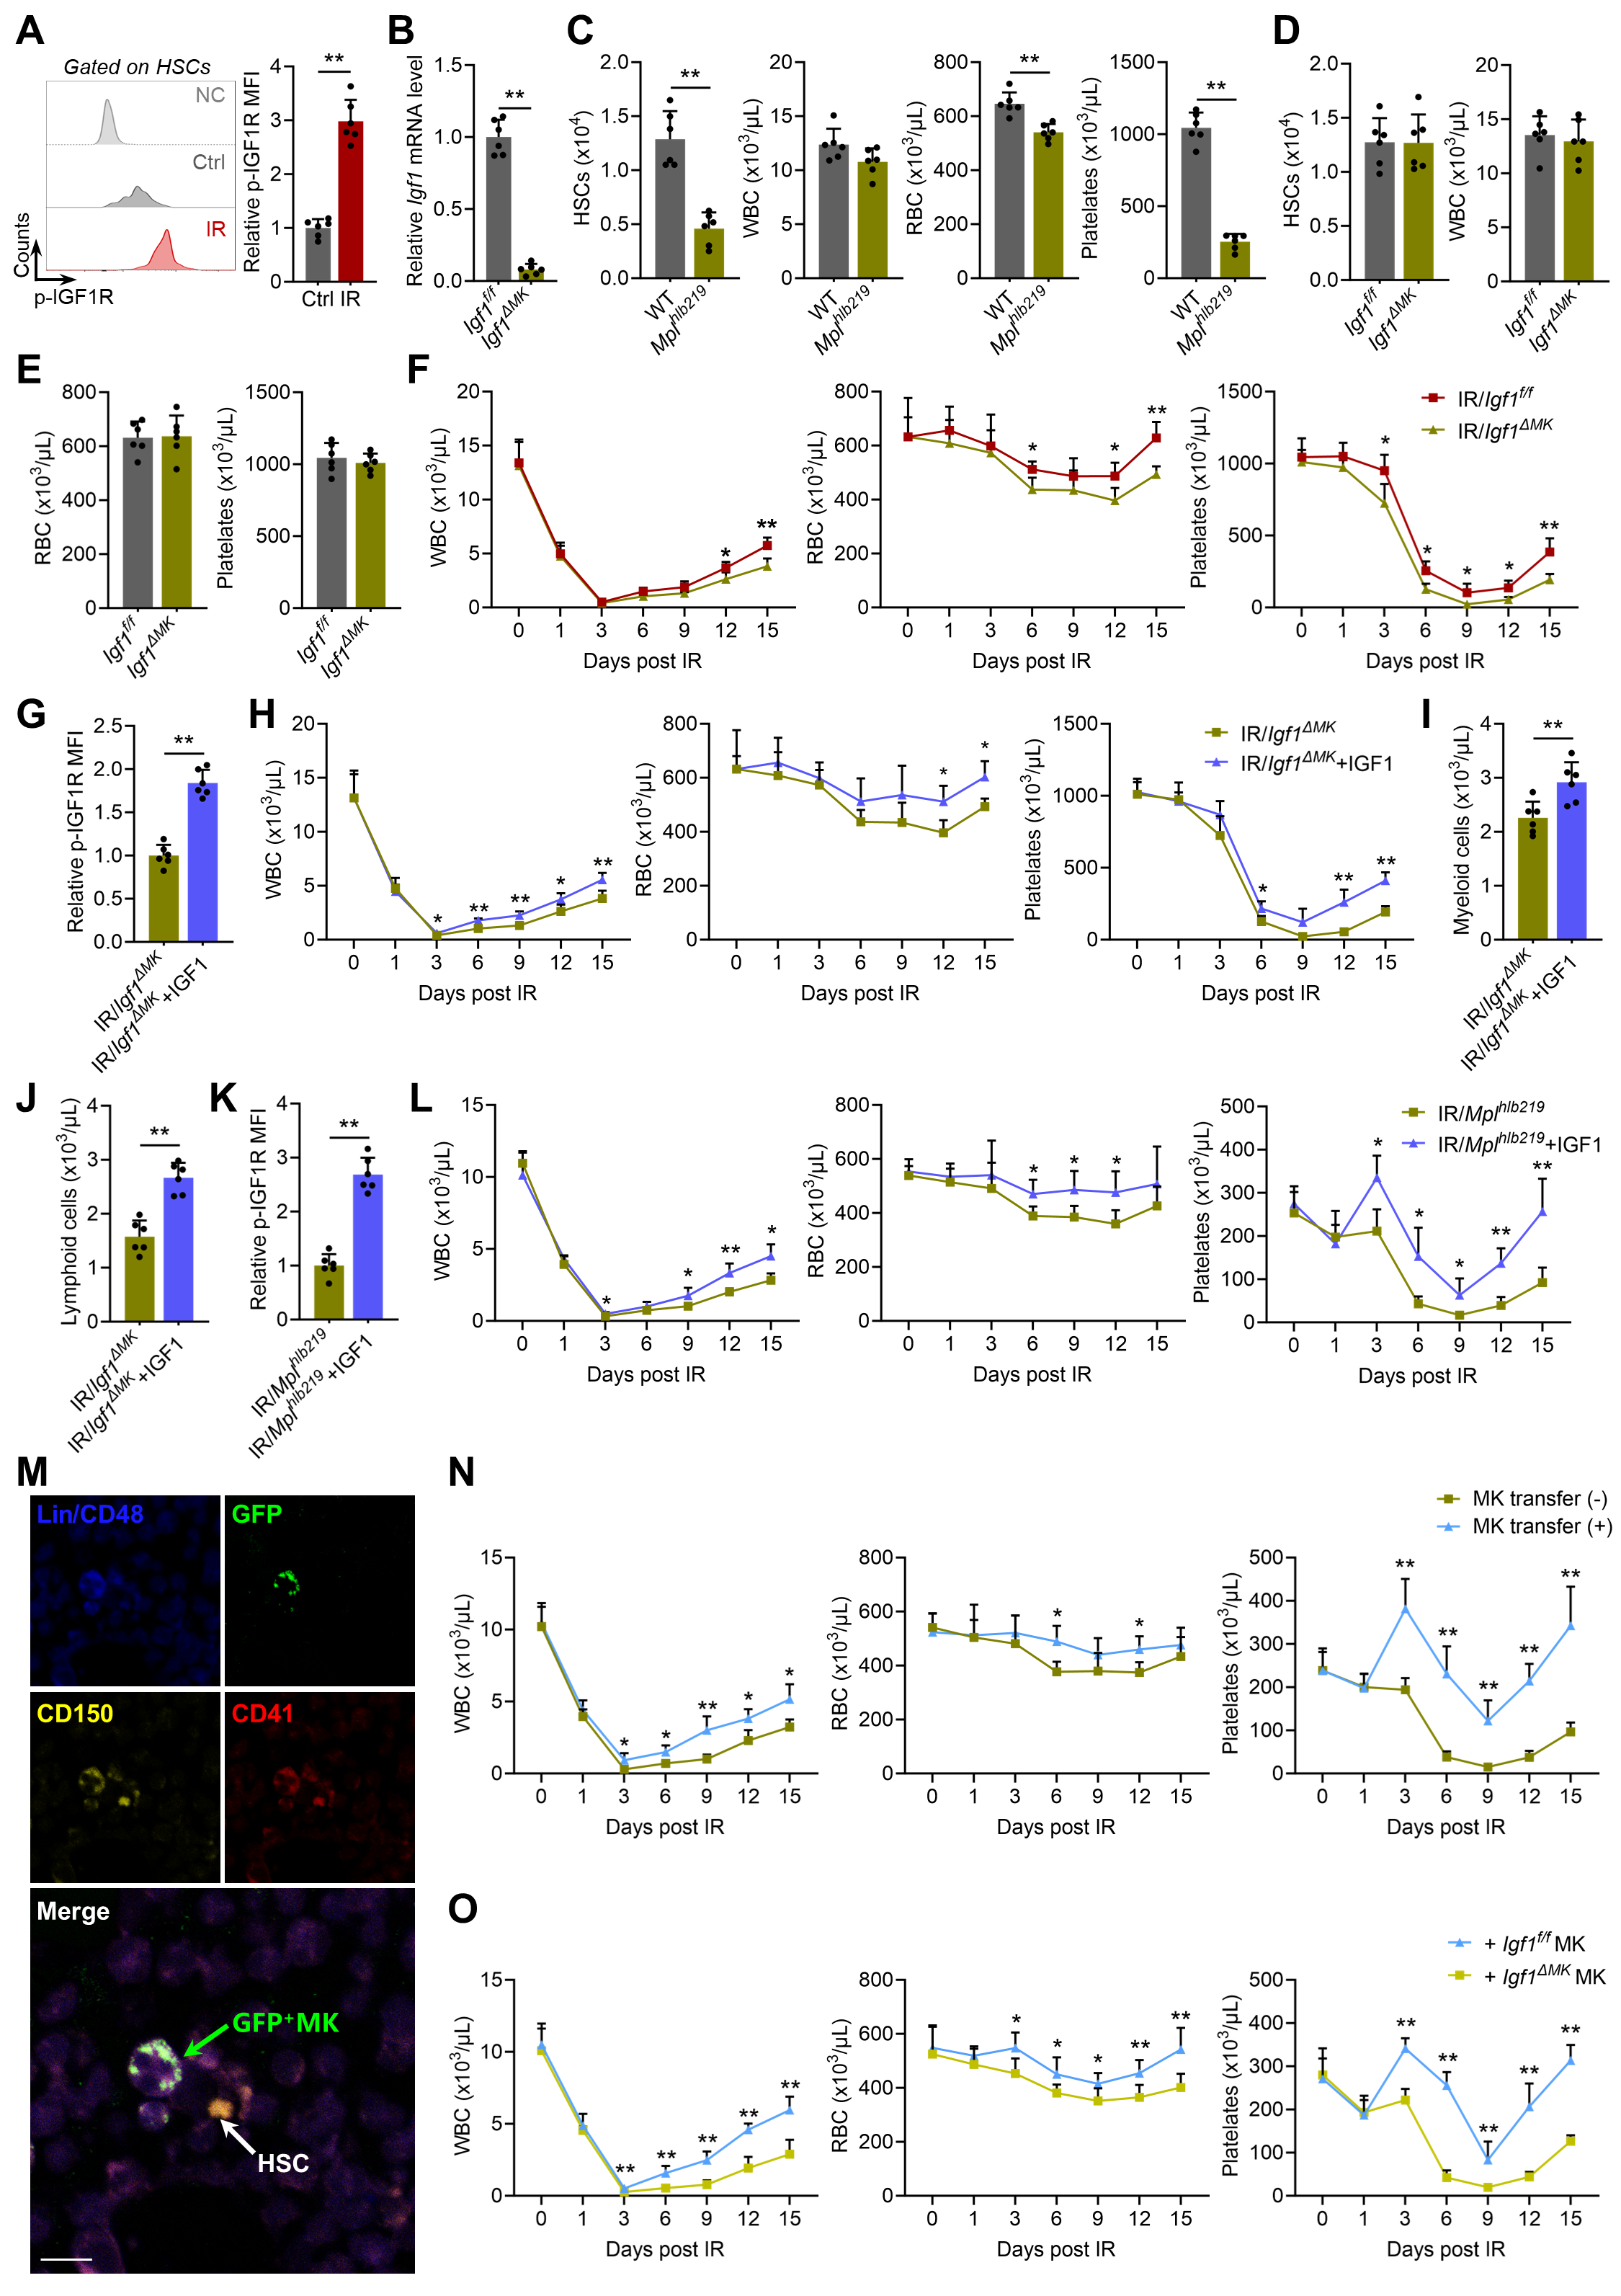

**Supplementary Fig. 2 Megakaryocytic IGF1 secretion favors hematopoiesis regeneration after radiation injury. A**, Flow cytometric analysis of p-IGF1R expression in HSCs in the BM of mice at 3 dpi (n = 6, NC: negative control). **B**, Relative *Igf1* expression of MKs in the BM from *Igf1^fl/fl^* and *Igf1^ΔMK^* mice (*n* = 6). **C**-**E**, The number of HSCs in the BM and white blood cell (WBC), red blood cell (RBC), and platelet counts in the PB of *Mpl^hlb219^* and *Igf1^ΔMK^* mice (*n* = 6). **F**, WBC, RBC, and platelet counts in the PB of *Igf1^fl/fl^* and *Igf1^ΔMK^* mice at indicated time post IR (*n* = 6). **G**, Flow cytometric analysis of p-IGF1R expression in HSCs in the BM of *Igf1^ΔMK^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). **H**, WBC, RBC, and platelet counts in the PB of *Igf1^ΔMK^* mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). **I** and **J**, Myeloid cells and lymphoid cells counts in the PB of *Igf1^ΔMK^* mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). **K**, Flow cytometric analysis of p-IGF1R expression in HSCs in the BM of *Mpl^hlb219^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). **L**, WBC, RBC, and platelet counts in the PB of *Mpl^hlb219^* mice with or without IGF1 supplementation at indicated time post IR (*n* = 6). **M**, Immunostaining analysis of location of transferred GFP^+^ MK and HSC in the BM of IR-exposed *Mpl^hlb219^* mice with adoptive MK transfer. Scale bar, 20 μm. The green arrow indicates GFP^+^ MK. The white arrow indicates HSC. **N**, WBC, RBC, and platelet counts in the PB of *Mpl^hlb219^* mice with or without MK transfer at indicated time post IR (*n* = 6). **O**, WBC, RBC, and platelet counts in the PB of *Mpl^hlb219^* mice with *Igf1^fl/fl^* or *Igf1^ΔMK^* mice-derived MK transfer at indicated time post IR (*n* = 6). Data represent mean ± SD. **P* < 0.05, ***P* < 0.01. Two-tailed unpaired student’s *t*-test.

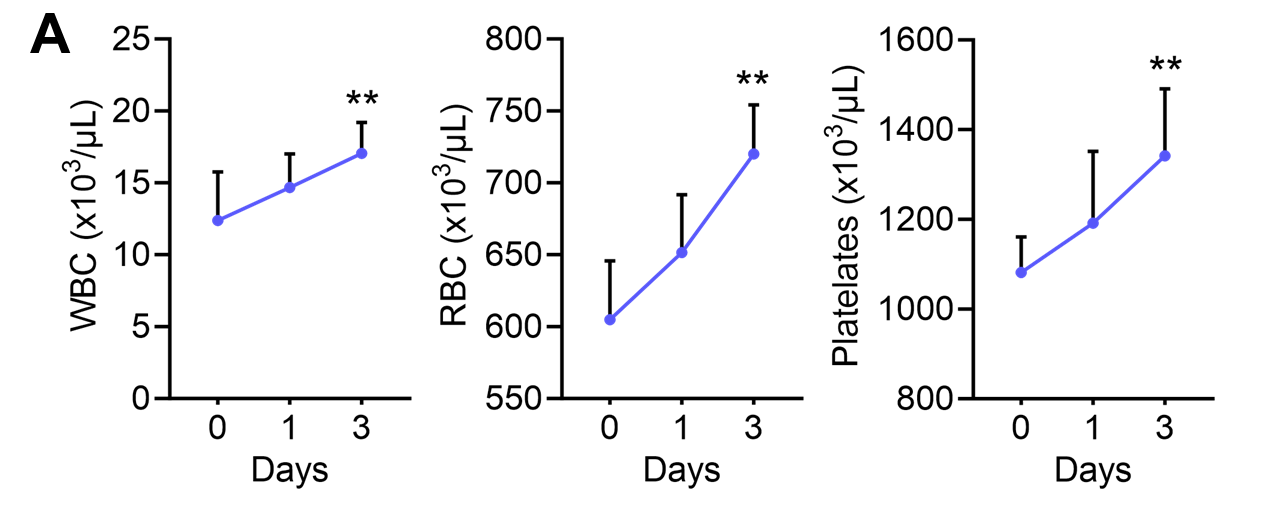

**Supplementary Fig. 3 IGF1 promotes homeostatic hematopoiesis. A**, WBC, RBC, and platelet counts in the PB of mice at indicated time post IGF1 administration (*n* = 6). Data represent mean ± SD. ***P* < 0.01. One-way ANOVA, compared with day 0 post IGF1 administration.

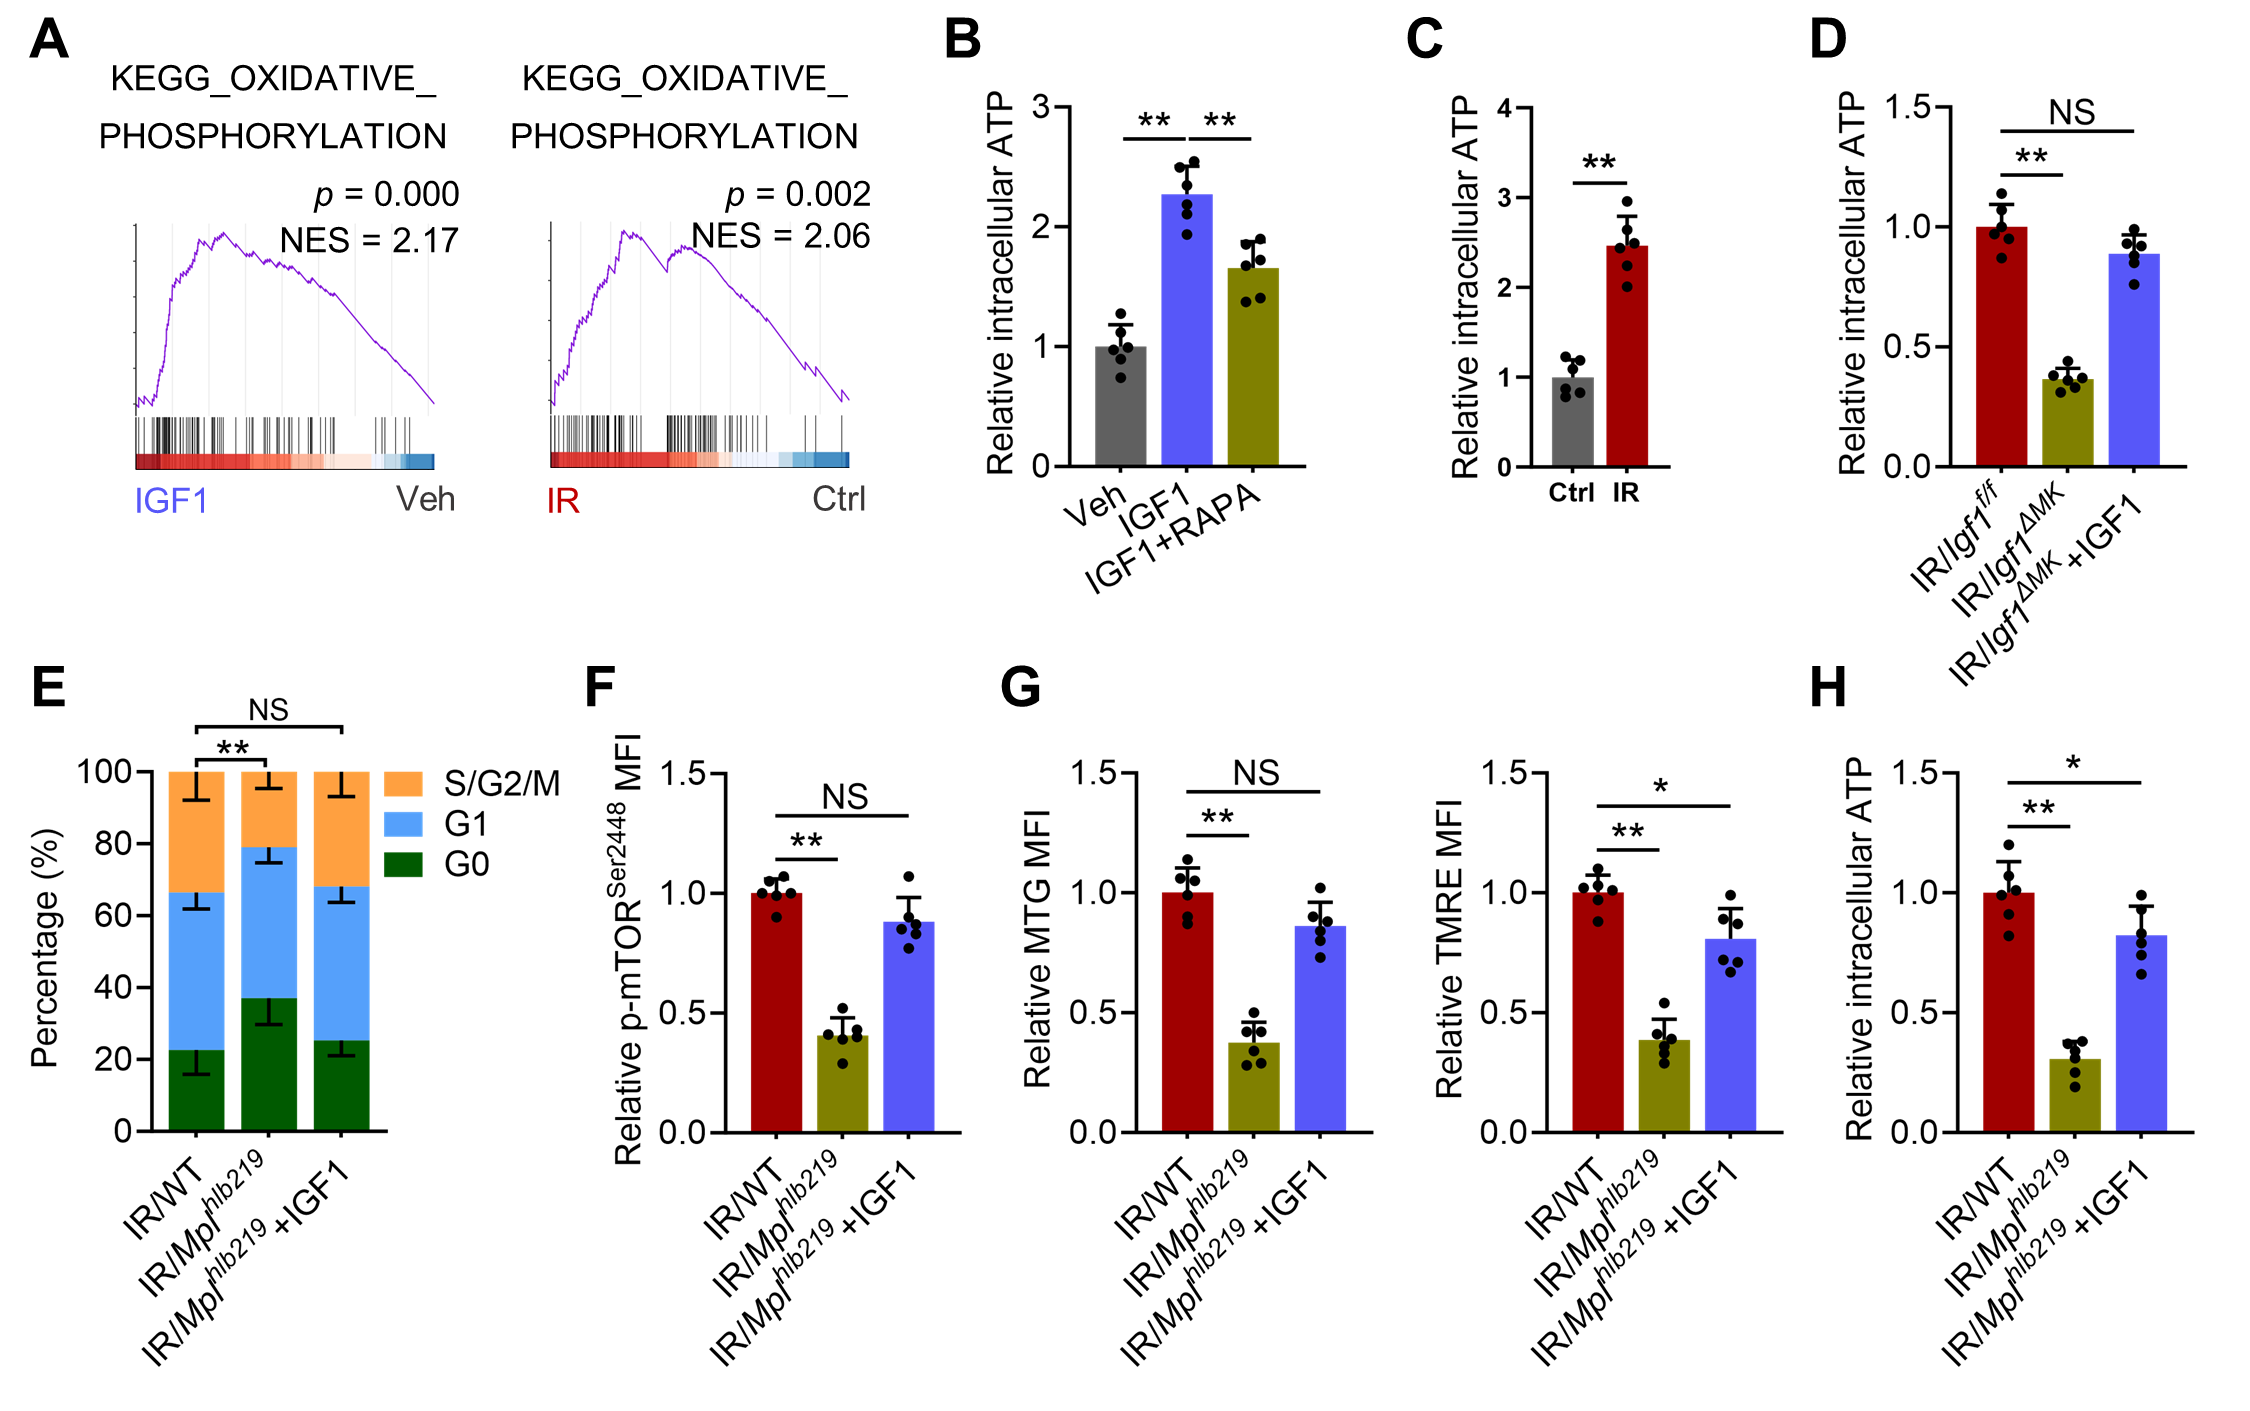

**Supplementary Fig. 4 Megakaryocytic IGF1 secretion promotes activation of HSCs. A**, GSEA of oxidative phosphorylation gene set in BM HSCs of mice at day 1 post IGF1 administration (IGF1 vs vehicle) and at 3 dpi (IR vs control). **B**, Intracellular ATP assay of HSCs in the BM of mice at 1 day post IGF1/RAPA administration (*n* = 6). **C**, Intracellular ATP assay of HSCs in the BM of mice at 3 dpi (*n* = 6). **D**, Intracellular ATP assay of HSCs in the BM of *Igf1^f/f^* and *Igf1^ΔMK^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). **E-G**, Flow cytometric analysis of cell cycle, p-mTOR expression, MTG and TMRE in HSCs in the BM of WT and *Mpl^hlb219^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). **H**, Intracellular ATP assay of HSCs in the BM of WT and *Mpl^hlb219^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). Data represent mean ± SD. **P* < 0.05, ***P* < 0.01, NS: no significance. One-way ANOVA unless stated otherwise. Two-tailed unpaired student’s *t*-test was used for calculating *P* values in C.

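For the comparison at day 1 post IGF1 administration, 104 genes of a typed oxidative phosphorylation set could be tested, all nuclear-encoded since mitochondrially encoded genes are not among the rows. Their median log2 fold change was 0.67, with 74 genes higher and 30 lower in IGF1 (camera adjusted p = 3.7e-05 from limma). Preranked GSEA on the same set, with genes ranked by limma's moderated statistic, gave a normalized enrichment score of 2.37 (adjusted p = 0.00377, from 10000 permutations of genes). The score was 1.31 under quantile normalization and -1.10 with trends on gene length and GC content removed. The median distance from the mean of the IGF1 libraries was -0.997, -0.063 and -0.949 in control replicates 1, 2 and 3. The median log2 fold change of the set was 0.96 without control replicate 2 (adjusted p = 4.4e-10). The set was not called with quantile normalization (adjusted p = 0.118), under fry (adjusted p = 0.28), with an estimated correlation (adjusted p = 0.792) or with trends on gene length and GC content removed (adjusted p = 0.757), the last chosen after the data were seen. Of its called genes Cox6b2 (1.46) was higher, and Cox15 (-1.50) and Ndufs1 were lower.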

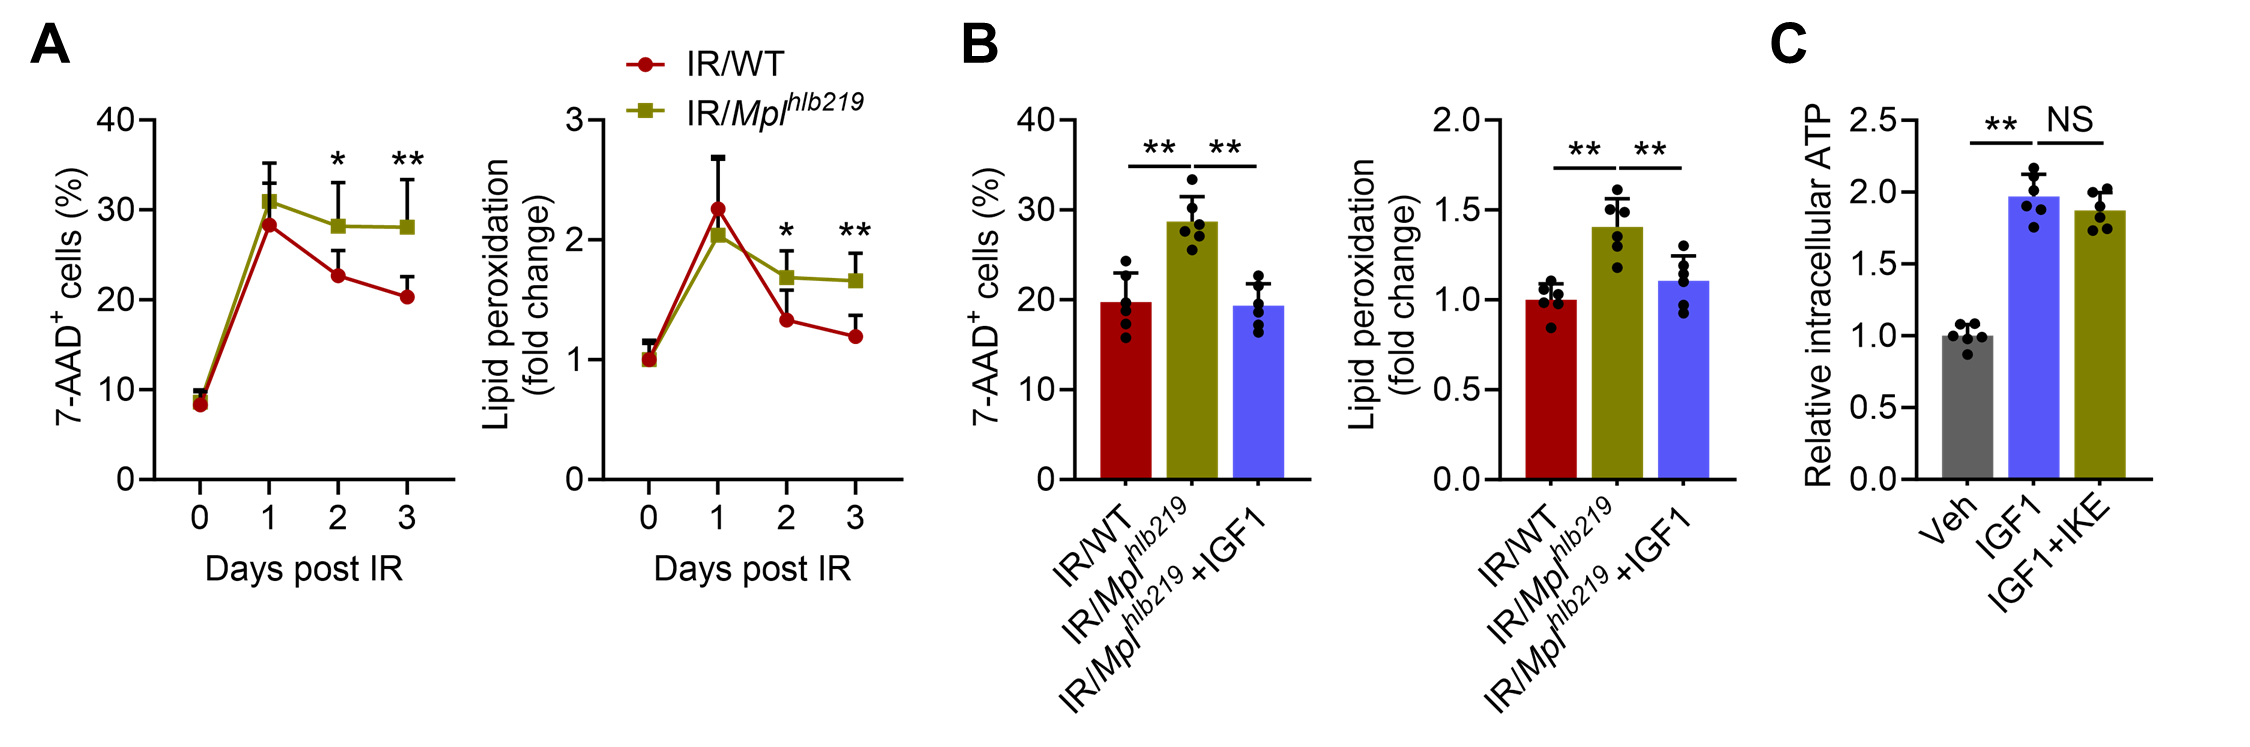

**Supplementary Fig. 5 Megakaryocytic IGF1 secretion diminishes activation-associated ferroptosis vulnerability of HSCs. A**, Flow cytometric analysis of cell death and lipid peroxidation of HSCs in the BM of WT and *Mpl^hlb219^* mice at indicated time post IR (*n* = 6). **B**, Flow cytometric analysis of cell death and lipid peroxidation in HSCs in the BM of WT and *Mpl^hlb219^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). **C**, Intracellular ATP assay of HSCs in the BM of mice at 1 day post IGF1/IKE administration (*n* = 6). Data represent mean ± SD. **P* < 0.05, ***P* < 0.01, NS: no significance. One-way ANOVA unless stated otherwise. Two-tailed unpaired student’s *t*-test was used for calculating *P* values in A.

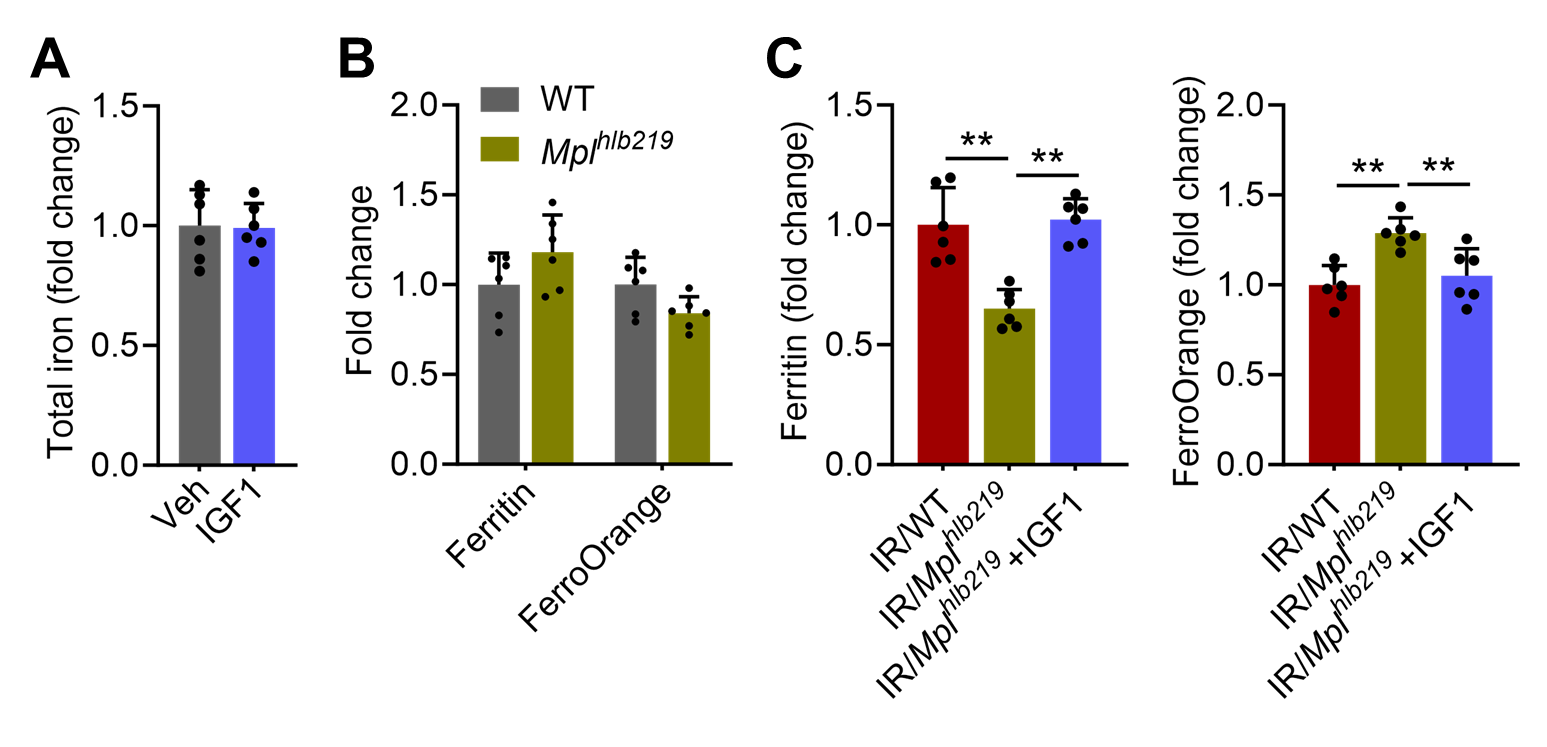

**Supplementary Fig. 6 IGF1 inhibits ferritinophagy in HSCs via mTOR. A**, Relative total iron contents in BM HSCs of mice at 1 day post IGF1 supplementation (*n* = 6). **B**, Flow cytometric analysis of Ferritin and FerroOrange in HSCs in the BM of WT and *Mpl^hlb219^* mice (*n* = 6). **C**, Flow cytometric analysis of Ferritin and FerroOrange in HSCs in the BM of WT and *Mpl^hlb219^* mice with or without IGF1 supplementation at 3 dpi (*n* = 6). Data represent mean ± SD. ***P* < 0.01. One-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

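RNA-seq values of HSCs sorted from mouse BM were used, from 3 libraries of vehicle-treated control mice and 3 libraries of mice given 1 dose of 200 µg/kg IGF1, at day 1. The dose and day come from the paper's methods and figure legends and the groups from the sample labels. The labels conflict, since their description of the extraction speaks of control or irradiated mice, while the treatment label, the design of the series and the paper name IGF1. The libraries were taken as IGF1 and vehicle, and the values were not used to decide this. The libraries of irradiated mice that the paper also discusses were not used.

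The authors trimmed the reads with fastp, aligned them, quantified genes with RSEM and called differential expression with DESeq2. The paper's text names no aligner, genome build or annotation. The authors deposited 1 value per gene symbol and library, 21878 rows in each library, and these values were taken as FPKM. They are not whole, they sum to between 466135 and 680285 per library, and once multiplied by the relative depth of each library (below) the values of a gene are whole multiples of 1 step of that gene. The length implied by the step had a rank correlation of 0.79 with the gene's longest reference transcript. Gene symbols were used as the files give them. Of the rows, 27 carry names that look like dates, 4 share a name with another row, and 0 are mitochondrially encoded genes. Gene length was the length implied by the step, and so came from the deposited values themselves. It was found for 99.8% of the genes tested. GC content came from the reference transcripts and was found for 99.0%.

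Depth was recovered from the steps. The relative depth of the libraries was the ratio at which the values of a gene in all libraries became whole multiples of 1 step. This gave whole reads (or read pairs) for 15617 of 15640 genes with a value above 0, against 0.5% of 4000 rows whose values had been jittered. Total depth followed from the length of genes with 1 reference transcript, as the most frequent value, which 17.3% of 1758 such genes shared, so its scale is approximate, while the ratios between libraries are not. Reads on listed genes came to 15003029, 10526084 and 15090863 in control replicates 1, 2 and 3, and 11265127, 10298069 and 11701908 in IGF1 replicates 1, 2 and 3. The recovered reads were used for the noise between pairs of libraries (chi-squared per gene over genes with at least 20 reads in the pair), for drawing reads down to the smallest library, and for 1 alternative. No count model was the main test, since the deposited unit is not a count. On simulated data of known depth, 99.4% of expressed genes were recovered, and chi-squared per gene was 0.993 for repeat libraries of 1 RNA and 17.6 with 20% variation per gene.

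Genes with at least 1 FPKM in at least 3 libraries (10449 genes) were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend). A gene was called at a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05, the paper's thresholds. Fold changes are on the log2(FPKM + 1) scale. On simulated values with 200 changed genes among 10449, 100% were called and 0 to 6 unchanged genes were called. When 1 of the 3 simulated control libraries was made like the treated group, 0% of the changed genes were called, and 100% without that library.

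The 14 gene sets and 14 marker lists were typed before the data were examined, since the paper's text does not give the members of the sets it used. Between 24 and 181 genes per set could be tested. Sets and lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 14 sets and over the 14 lists. The lists hold genes of HSC identity, of erythroid cells, of neutrophils and monocytes, of B cells, of T and NK cells, of megakaryocytes and platelets, of stromal and endothelial cells and of progenitors. They also hold immediate early genes, interferon response genes, FOXO targets, mTORC1 transcriptional targets, cytosolic ribosomal proteins and sex-linked genes. Most genes named in the text were fixed by a rule beforehand. They are the 5 largest rises and the 5 largest falls among called genes with at least the median expression and groups that do not overlap. They are also the genes the paper names for these cells, and up to 3 called genes with the smallest adjusted p in each set. Rps6kb1, Ncoa4, Gpx4, Slc7a11 and Tfrc were listed with the genes the paper names, but its text does not name them. Vpreb1, Cd79a, Ms4a1 and Ddx3y fall outside the rule and were chosen after their values were seen. Exact permutation tests of single genes, 2-sided, cannot go below p = 0.1 with 3 libraries against 3.

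The alternatives were quantile normalization, scaling to the 75th percentile, TMM scaling, no filter or a minimum of 5 FPKM, pseudocounts of 0.1 and 5, no variance trend, a replicate block, leaving out each library, library weights (arrayWeights), other thresholds, camera with an estimated correlation, fry, preranked GSEA (fgsea 1.28.0, 10000 permutations of genes), Reactome sets, and sets without shared members. The alternatives above were fixed before the data were examined. Added after the data were seen were the removal of spline trends on gene length and GC content from each library, the averaging of control replicates 1 and 3, limma's voom on the recovered reads, and fry on quantile normalized, 75th percentile scaled and TMM scaled values. Random gene lists for comparison were drawn 10000 times from the 50 genes nearest to each member in length, GC content and mean expression. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.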

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

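The tests of these lists against gene length, scaling and the position of control replicate 2 were chosen after the results had been seen.

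The paper does not discuss genes of cytosolic ribosomal proteins, and these rose in IGF1. The 58 genes of the list had a median log2 fold change of 1.51, and all 58 were higher (camera adjusted p = 3.2e-15, fry adjusted p = 0.0983). They held 2.31, 7.67 and 2.3% of the reads in control replicates 1, 2 and 3 and 9.84 to 9.94% in the IGF1 libraries. Scaling of the libraries does not account for all of the rise. The median was lowest at 0.72 under quantile normalization, still with an adjusted p of 2.6e-07, and was 1.76 with 75th percentile and 1.71 with TMM scaling. Gene length and GC content account for part of it, but not for all. For 54 of the 58 genes both are known, and random lists matched on both and on expression had a median of 0.78, with 1.23 as the highest of 10000, and with trends fitted on other genes removed the list's median was 0.84 with all 58 genes higher. IGF1 treatment as the only cause is also argued against, if the labels are right, because control replicate 2 lay 80.9% of the way from the other controls to the IGF1 libraries. The median was 2.06 without control replicate 2. Reads shared with pseudogene copies, common for these genes, were not tested. An effect of IGF1 on part of the rise, a batch shared with control replicate 2 and a wrong label stay open.

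Genes of B cells, also not discussed in the paper for these HSCs, rose as well. The 8 tested genes of the list had a median log2 fold change of 1.02 and all 8 were higher (camera adjusted p = 0.0112, fry adjusted p = 0.175). The adjusted p was 0.0656 with scaling to the 75th percentile and 0.0558 with TMM scaling, and lay between 0.000253 and 0.0656 over all alternatives tested with camera at the preset correlation. Vpreb1 had 15.4, 116 and 15.7 FPKM in control replicates 1, 2 and 3 and 124 to 133 FPKM in the IGF1 libraries, and Cd79a had 16.6, 71.4 and 17.5 against 58.0 to 66.3 FPKM. Both were singled out after their values were seen. Gene length and GC content do not account for the rise, since the median was 1.01 with their trends removed. IGF1 treatment as the only cause is argued against here too, if the labels are right, because control replicate 2 lay 93.8% of the way to the IGF1 libraries. The median was 1.52 without control replicate 2. Cells of the B lineage among the sorted cells could be a source. Ms4a1, a gene of mature B cells, reached at most 0.339 FPKM, which leaves earlier cells of the lineage open, and lymphoid genes expressed by the sorted cells themselves cannot be told apart from them.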

How the results depend on the processing

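Of 288 results of the 14 sets under alternatives other than leaving out a library, 237 kept their direction and side of the threshold, as did 82 of 84 with 1 library left out. The cause of a change was not tested unless given.

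The counts of genes called (207 higher, 484 lower) stayed within 1.5 times in 10 of 34 results other than leaving out a library. They were 200 and 469 without the variance trend, 141 and 356 with a minimum of 5 FPKM, and 278 and 701 with a pseudocount of 0.1. The other choices moved at least 1 of the 2 counts further. They were 312 and 271 under quantile normalization. Lower genes numbered 260 with 75th percentile scaling and 275 with TMM scaling, where higher genes numbered 301 and 288, so that the share of higher genes was 51.2 to 53.7% against 30.0%. They were 109 and 265 without a filter (more genes tested), 66 and 157 with a pseudocount of 5, and 1276 and 2159 with weighted libraries, where control replicate 2 had a weight of 0.0137. An unadjusted p under 0.05 with the fold threshold gave 666 and 1077, the adjusted p alone 654 and 1476, the fold alone 722 and 1141, and an adjusted p under 0.01 with the fold threshold 0 and 0. Of alternatives added after the data were seen, removing length and GC trends gave 146 lower genes, voom on recovered reads gave 402 higher genes and 651 lower, and averaging control replicates 1 and 3 gave 0 and 0, with 231 and 454 at an unadjusted p under 0.05.

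Across the 6 fits that each left out 1 library, the counts ran from 0 to 1281 higher and from 0 to 2157 lower genes. The highest values were those without control replicate 2, and the other 5 fits gave 0. In simulated data, 1 control library placed among the treated ones was enough to lose all calls.

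With the replicate number as a block, 0 genes were called in either direction, and 680 higher and 1100 lower genes passed an unadjusted p under 0.05 with the fold threshold. The numbers do not pair the libraries (correlations of same-numbered deviations -0.057, -0.05 and 0.006), so this is not read as a weaker effect. The block changed 1 set, ferroptosis, to an adjusted p of 0.0435.

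Directions of sets are those of the test. Camera's is relative to the other genes and fry's is not, so camera's main direction was upward for AKT signaling and pyroptosis, whose medians were -0.15 and -0.07. With an estimated correlation, the cell cycle, complex I biogenesis, citric acid cycle, mitochondrial translation and oxidative phosphorylation sets all had an adjusted p of 0.792. Under fry the adjusted p was 0.384 for complex I biogenesis, 0.484 for mitochondrial translation and 0.28 for oxidative phosphorylation, which were no longer called, and 0.00262 for mTOR signalling, 0.0206 for mitochondrial biogenesis and 0.0391 for ferroptosis, which were newly lower. Fry gave AKT signaling (0.0608) and pyroptosis (0.0391) a downward direction. Added after the data were seen, fry on quantile normalized values gave 0.00255 for mTOR signalling, 0.00528 for mitochondrial biogenesis, 0.0138 for AKT signaling (called higher), 0.0652 for the citric acid cycle, 0.334 for mitochondrial translation and 0.385 for complex I biogenesis and oxidative phosphorylation. On TMM scaled values it gave 0.0125 for mTOR signalling (lower), mitochondrial biogenesis (lower) and AKT signaling (higher), 0.0442 for ferroptosis, 0.262 for complex I biogenesis, 0.27 for mitochondrial translation and 0.234 for oxidative phosphorylation. On values scaled to the 75th percentile it gave 0.261 for complex I biogenesis and oxidative phosphorylation, 0.281 for mitochondrial translation, 0.121 for mTOR signalling and 0.281 for mitochondrial biogenesis. Apoptosis had an upward direction at the 75th percentile (0.773) and with quantile normalization (0.718). Quantile normalization left complex I biogenesis (0.0868) and oxidative phosphorylation (0.118) short of the threshold, made ferroptosis pass it (0.00714), and turned autophagy (core) and apoptosis upward (0.988 each). Length and GC trends removed left complex I biogenesis (0.979), mitochondrial translation (0.406) and oxidative phosphorylation (0.757) short, and turned autophagy (core) and apoptosis upward (0.979 each). Ferroptosis also passed without a filter (0.0249), with weighted libraries (0.0487) and with voom (0.0251). Complex I biogenesis turned downward without members shared with another set (0.701), a setting that leaves 16 of its 52 genes. The core autophagy set has too few unshared members for that setting, which gave it no value, and the 9 Reactome sets cover no complex I biogenesis, autophagy, ferroptosis or pyroptosis set. AKT signaling turned downward with weighted libraries (0.994) and in preranked GSEA (0.997), and pyroptosis with a minimum of 5 FPKM (0.807) and in preranked GSEA (0.923). With 1 library left out, the adjusted p ran from 0.877 to 0.944 for AKT signaling, which turned downward without control replicate 2, and from 0.718 to 0.982 for apoptosis, which turned upward without control replicate 1.

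Among the 58 named genes tested, directions reversed in 11 results other than leaving out a library. Mtor changed by -0.20 with the trends removed and by -0.066 with control replicates 1 and 3 averaged, where Tomm20 changed by -0.0088. Map1lc3b changed by 0.12 with 75th percentile scaling and by 0.069 with TMM scaling. Under quantile normalization Fth1 changed by -0.87 and Ftl1 by -0.21. With the trends removed Ncoa4 changed by 0.077, Acsl4 by 0.038, Ly6a by -0.036 and Slamf1 by 0.37. With 1 library left out, Mtor ran from -0.095 to 0.16 and Tomm20 from -0.032 to 0.20. Of the other results of named genes under these alternatives, 614 were unchanged in direction and call, 21 were stronger and the rest weaker. The weaker results include the replicate block and averaged controls, under which no gene passes.

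The depth of 10298069 to 15090863 reads on listed genes limits genes near 1 FPKM most. With every library drawn down to the smallest, 662 genes were called, 643 of them among the 691.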

Differences from the paper's values

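The paper's Fig. 4A shows about 3100 genes higher in IGF1, read by eye, against 207 here. Its legend gives no threshold for these genes and the paper's methods name DESeq2, so the counts may not be alike. Here 722 genes were over 2-fold higher with no p threshold. No alternative set before the data were examined came within 1.5 times. The nearest were 1281 genes without control replicate 2 and 1276 with weighted libraries. For genes lower in IGF1 the paper's Fig. 4A shows about 2600, read by eye, against 484 here. Of the alternatives set before the data were examined, leaving out control replicate 2 (2157 genes) and weighting the libraries (2159 genes) fell within 1.5 times, and no other did.

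For the oxidative phosphorylation set, the paper's normalized enrichment score is about 2.2 in Supplementary Fig. 4A, read by eye, against 2.37 here with another list of genes. No error is known for either. Among the alternatives set before the data were examined, the score lay within 0.05 of the paper's with TMM scaling (2.24), without control replicate 1 (2.16) and without control replicate 3 (2.15). With 75th percentile scaling (2.15) it lay just outside, level with these for a value read by eye, and the others lay further off. It ran from 1.31 with quantile normalization to 3.26 with weighted libraries. Of the alternatives chosen after seeing the values, averaging control replicates 1 and 3 gave 2.15, within 0.05 of the paper's, and removing the length and GC trends reversed the sign (-1.10).

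For autophagy, the paper's scores in Fig. 6A, read by eye, are about -1.9 for one gene set and about -1.4 for a macroautophagy set. Here the core set scored -0.82 and the broad set -0.87, with other lists of genes and another ranking tool, so the scores are not of like sets. No alternative brought the core set to the score of the paper's first set. Weighting the libraries brought the broad set to -1.35, within 0.05 of the paper's, and no other alternative did. Removing the length and GC trends, chosen after seeing the values, gave 0.85 for the core set and 0.80 for the broad set, and so reversed both signs.

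The paper's Fig. 4A lists cell cycle, mTOR, AKT, mitochondrial biogenesis and citric acid cycle pathways as upregulated both by IGF1 and after irradiation. Here the cell cycle set (median log2 fold change -0.65) and the citric acid cycle set (-0.56) were called lower, and the mTOR signalling (-0.21), mitochondrial biogenesis (-0.27) and AKT signaling (-0.15) sets were not called. Fry, which does not set a set against other genes, called the mTOR signalling and mitochondrial biogenesis sets lower. It also did so on quantile normalized and TMM scaled values, where their medians lay between -0.08 and -0.01. It did not with 75th percentile scaling (0.121 and 0.281). None of the alternatives set before the data were examined called any of these 5 sets higher. Fry on TMM scaled (0.0125) and quantile normalized (0.0138) values, added after the data were seen, called the AKT signaling set higher. The paper reports ferroptosis, from Ingenuity Pathway Analysis, as the most inhibited form of cell death, a measure unlike the median of a list. Here its set had the lowest median of the 4 (-0.51) and was not called (adjusted p = 0.0697), but it was called lower under quantile normalization, without a filter, with the replicate block, with weighted libraries, under fry and, in alternatives chosen after seeing the values, with voom on recovered reads and under fry with TMM scaling. It was not called under the others, among them removed length and GC trends (0.309). The paper reports autophagy as inhibited, and no setting called either autophagy set here.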

Other observations

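The tests of chance, depth, sex (by the list of sex-linked genes) and stress below were set before the data were examined. All others were chosen after the results had been seen.

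The real split of the 6 libraries was the 1 of 10 splits that called as many as 691 genes, and the other 9 called 0, with 0 to 278 genes at an unadjusted p under 0.05 and the fold threshold. With 10 splits the share cannot fall under 0.1, so chance stays open. Depth is argued against, since 662 genes were called with reads drawn down to the smallest library. Only female mice in 1 of the groups is argued against, since the Y-linked Ddx3y had at least 12.2 FPKM in every library. A different share of male mice in pooled libraries was not decided. All 4 sex-linked genes tested, which are Y-linked, were lower in IGF1 (camera adjusted p = 0.224), and the groups did not overlap in 2 of them. Xist is not among the rows. Trends on gene length and GC content account for part of the calls, since 332 genes were called with the trends removed, 196 of them among the 691, but not for all of them. Stress during cell isolation was not decided, since the immediate early genes had a median log2 fold change of -0.06 with 8 higher and 10 lower (camera adjusted p = 0.255). Fry called them higher with TMM (0.0187) and 75th percentile scaling (0.0115), and not without scaling (0.18) or with quantile normalization (0.909).

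Control replicate 2 lies nearer the IGF1 libraries than the other controls. It is unlikely to be a repeat library of the IGF1 RNA, since chi-squared per gene against the IGF1 libraries was at least 23.5, while the IGF1 libraries differed from each other by at most 1.86. A mixture of the RNA of the other controls with IGF1 RNA is argued against, by the second of 2 tests. The first counted genes in which a library lay outside the other 5 by over 1.5-fold, 16 for control replicate 2 against 1 or 2 for each other library, and did not decide under the threshold set for it. The second was chosen after that outcome. Of the 3439 genes that moved by over 2-fold, 1990 had recovered reads and at least median expression. Over these, its position between the other controls and IGF1 had an interquartile range of 21 percentage points, against 6 in a simulated mixture of 83.3% IGF1 reads. Depth and gene length or GC content do not account for its position. The SD of its log2 distance was 0.839 to the other controls and 0.346 to IGF1 with reads drawn down, and 0.695 and 0.313 with the trends removed. A mislabelled library from another IGF1-treated mouse cannot be told apart from a control mouse of its own kind. The median position was 73.6% of the way to IGF1 among rising genes and 86.6% among falling genes, and the IGF1 libraries, which may be repeats of 1 RNA, do not show how far apart treated mice lie. A preparation or batch shared with the IGF1 libraries also cannot be told apart from these, since no batch is named. Control replicate 2 was nearer IGF1 in 77.7% of the called genes, which are picked for small differences within groups, and in 93.3% of the 3439 genes that moved. The effect of IGF1, which the design names, stays open as a cause of the difference between control replicates 1 and 3 and the IGF1 libraries.

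Control replicates 1 and 3, and the 3 IGF1 libraries, differ by little more than read sampling. Chi-squared per gene was 1.51 between control replicates 1 and 3 and at most 1.86 between IGF1 libraries. Between control replicates 1 and 3 it was 1.44 for genes of 20 to 100 reads and 1.53 for genes of 2000 to 10000 reads, while against control replicate 2 it rose from 10.2 to 362 over the same range. In simulated data it was 0.993 for repeat libraries of 1 RNA and 17.6 with 20% variation per gene. For control replicates 1 and 3, with 2.08 above 10000 reads, these values are consistent with repeat libraries of 1 RNA or of 1 pool. Between IGF1 libraries it rose to between 3.82 and 7.82 above 10000 reads, so for these, repeat libraries cannot be told apart from small differences between mice or pools. Repeat libraries would show the error of preparation, not the variation between mice. With control replicates 1 and 3 averaged, 0 genes were called, and 231 higher and 454 lower genes passed an unadjusted p under 0.05 with the fold threshold.

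The oxidative phosphorylation, complex I and mitochondrial translation sets were higher in IGF1 and hold short genes, with median lengths of 998.5, 1025.5 and 1515 bases against 3208 for all genes tested. Gene length and GC content may account for the rise of the complex I set, which stood at the 87.3 percentile of random sets matched on length, GC content and expression. For the other sets the tests point both ways. The oxidative phosphorylation set stood at the 98.9 percentile, with a median log2 fold change of 0.67 against 0.49 in matched sets, and the mitochondrial translation set at the 99.8 percentile, yet neither passed once the trends were removed (limma's camera, adjusted p = 0.757 and adjusted p = 0.406). Length and treatment cannot be told apart for these 2 sets. Length and GC content account for part of the fall of the cell cycle set, but not for all of it. Its median went from -0.65 to -0.30 with the trends removed, where its camera p from limma was still 7.7e-05. Matched random sets had a median of -0.42, with -0.60 as the lowest of 10000, against -0.66 for the 180 genes matched. That median was -0.83 without control replicate 2 and with the trends kept.

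Kit and Ly6a encode markers that the paper's HSC sort requires, and Cd34 and Flt3 encode markers that it excludes. Slamf1 encodes a marker that its HSC staining requires, and Cd48 encodes one that it excludes. These genes and Stat3, which the paper names, were read in control replicates 1, 2 and 3 and IGF1 replicates 1, 2 and 3. Cd34 had 640.0, 265 and 634 FPKM and 231, 238 and 230.2 FPKM. Flt3 had 117, 172 and 117 FPKM and 187, 188 and 183 FPKM. Kit had 105, 31.4 and 104 FPKM and 24.6, 24.4 and 24.2 FPKM. Ly6a had 219, 615 and 231 FPKM and 385, 387 and 374 FPKM, with control replicate 2 above all others. Slamf1 had 2.41, 0.736 and 1.76 FPKM and 1.26, 0.937 and 0.741 FPKM. Cd48 had 272, 118 and 283 FPKM and 86.6, 90.5 and 93.3 FPKM. Stat3 had 65.8, 34.4 and 64.6 FPKM and 33.4, 34.3 and 34.1 FPKM. Cd34, Flt3 and Cd48 thus had at least 86.6 FPKM in every library and Slamf1 at most 2.41 FPKM, which runs against those markers. Kit and Ly6a, of the required markers, were present in every library. RNA does not show surface protein, so whether other cells were among the sorted cells was not decided. None of these 7 genes was called with all libraries. Without control replicate 2, Kit (-2.06), Cd34 (-1.45) and Cd48 (-1.61) passed both thresholds as lower (adjusted p at most 1.4e-10 from limma). Ly6a (0.76), Flt3 (0.67), Slamf1 (-0.64) and Stat3 (-0.92) then fell short of the fold threshold.

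The other lists were not called by camera with the main settings. The median log2 fold change was -0.40 for HSC identity (adjusted p = 0.224), -0.07 for erythroid cells (adjusted p = 0.977), -0.11 for neutrophils and monocytes (adjusted p = 0.762), 0.43 for T and NK cells (adjusted p = 0.224) and 0.42 for megakaryocytes and platelets (adjusted p = 0.224). It was -0.36 for stromal and endothelial cells (adjusted p = 0.523), -0.02 for progenitors (adjusted p = 0.977), 0.19 for interferon response (adjusted p = 0.743) and -0.04 for FOXO targets (adjusted p = 0.502). Without control replicate 2 it was -0.62 for HSC identity, 0.27 for erythroid cells, -0.13 for neutrophils and monocytes and 0.63 for T and NK cells. It was then 0.57 for megakaryocytes and platelets, -0.73 for stromal and endothelial cells and 0.08 for progenitors. For interferon response it was 0.46, and for FOXO targets -0.06. None of these lists was then called by camera (lowest adjusted p = 0.0517). The mTORC1 transcriptional targets had a median of -0.57, with 32 of 39 genes lower (adjusted p = 0.0811). They were called lower under quantile normalization (0.039), without a filter (0.00968), with weighted libraries (0.00812) and without control replicate 2 (0.00585). The 4 sex-linked genes had a median of -0.53 (adjusted p = 0.224). Erythroid cells were called lower with the trends removed (0.0467). Under fry without scaling, 5 of these lists were called. Those of neutrophils and monocytes (0.00133), progenitors (0.00495) and HSC identity (0.0163) were lower, and those of T and NK cells (0.0217) and of megakaryocytes and platelets (0.0443) were higher. For neutrophils and monocytes the median FPKM of the list was 56.1, 35.2 and 56.6 in control replicates 1, 2 and 3. It was 14.8, 13.5 and 15.1 in IGF1 replicates 1, 2 and 3, with 6 tested genes higher and 8 lower. With TMM or 75th percentile scaling fry did not call progenitors (0.603 and 0.689) and called FOXO targets higher (0.00595 and 0.0115), as it did with quantile normalization (0.0016).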
